# *Vibrio* sp. dhg as a platform for the biorefinery of brown macroalgae

**DOI:** 10.1038/s41467-019-10371-1

**Published:** 2019-06-06

**Authors:** Hyun Gyu Lim, Dong Hun Kwak, Sungwoo Park, Sunghwa Woo, Jae-Seong Yang, Chae Won Kang, Beomhee Kim, Myung Hyun Noh, Sang Woo Seo, Gyoo Yeol Jung

**Keywords:** Microbiology techniques, Metabolic engineering, Metabolic engineering

## Abstract

Although brown macroalgae holds potential as an alternative feedstock, its utilization by conventional microbial platforms has been limited due to the inability to metabolize one of the principal sugars, alginate. Here, we isolate *Vibrio* sp. dhg, a fast-growing bacterium that can efficiently assimilate alginate. Based on systematic characterization of the genomic information of *Vibrio* sp. dhg, we establish a genetic toolbox for its engineering. We also demonstrate its ability to rapidly produce ethanol, 2,3-butanediol, and lycopene from brown macroalgae sugar mixture with high productivities and yields. Collectively, *Vibrio* sp. dhg can be used as a platform for the efficient conversion of brown macroalgae sugars into diverse value-added biochemicals.

## Abstract (web summary)

Brown macroalgae is a good candidate feedstock for biorefinery, but the major carbohydrate alginate cannot be digested by current industrial microbes. Here, the authors isolate *Vibrio* sp. dhg and engineer it to produce value-added biochemicals from alginate using newly developed genetic tools.

## Introduction

The global demand for bioproducts is increasing at a striking rate, with its market share expected to reach 22% of the chemical industry by 2025^1^. To meet such a vast demand, stable supplementation and conversion of feedstocks have been critical over the past years. Although starch crops have been widely used up until now, many concerns exist regarding the consumption of food resources and limited cultivation capabilities. In this respect, brown macroalgae have been suggested as an alternative feedstock. Brown macroalgae are hugely abundant and have a high carbohydrate content (35–60% of dry weight)^2–4^. They can grow much faster than lignocellulosic biomasses and only require sunlight and seawater^5^.

The most prominent sugars in brown macroalgae are alginate (a copolymer of α-L-guluronate and β-D-mannuronate) and mannitol. While a conventional microbial platform (e.g., *Escherichia coli*) can easily metabolize mannitol, its ability to assimilate alginate is hindered by the fact that it lacks certain related genes; it is known that alginate metabolism requires about 10–20 genes that encode transporters, lyases, and metabolic enzymes^6,7^. Although recent studies have demonstrated that *E. coli* can be engineered to utilize alginate with introduction a huge gene cluster for alginate utilization from naturally-occurring alginate-metabolizing microorganism^6,8^, their growth rates and metabolic activities are still too low for industrial applications, likely due to the unoptimized expression of multiple xenogeneic genes.

As both the growth rate and the metabolic activity of host microorganisms greatly affect the performance of bioprocesses, it is crucial to exploit an efficient host with high rates of both these factors in order to obtain a high productivity. Therefore, microorganisms that are naturally capable of using alginate should be considered as the preferred microbial platform for brown macroalgae feedstocks. Due to natural optimization throughout evolutionary history, such microorganisms likely have a superior capacity to metabolize alginate compared with engineered versions of conventional microbes. Thus, these naturally occurring microorganisms would be more suitable as a microbial platform for producing diverse value-added biochemicals from the sugars of brown macroalgae.

In this study, we isolate a fast-growing microorganism capable of utilizing alginate efficiently. We name this microorganism as *Vibrio* sp. dhg and characterize it systematically to develop a genetic engineering toolbox. By exploitation as a microbial platform, we demonstrate diverse value-added biochemical production from brown macroalgae sugars with high productivities and yields. From these results, we propose *Vibrio* sp. dhg as a platform for the biorefinery of brown macroalgae.

## Results

### Isolation of an alginate-utilizing microorganism

To isolate alginate-utilizing microorganism, seaweed sludge was collected and inoculated in minimal medium supplemented with alginate as a sole carbon source (Supplementary Note 1). After a few rounds of sub-culturing at 30 °C, a rod-shaped microorganism showing a rapid growth (maximum specific growth rate (*μ*) = 0.98 h^−1^) was successfully isolated (Fig. 1a). This microorganism is able to use not only alginate but also other biomass-derivable sugars (e.g., glucose, mannitol, sucrose, galactose, arabinose, and glycerol). Notably, with most sugars, the rates of growth and sugar uptake at 30 °C were substantially higher or at least comparable with those of *E. coli* grown with glucose at 37 °C (Fig. 1b, c).

**Fig. 1:**
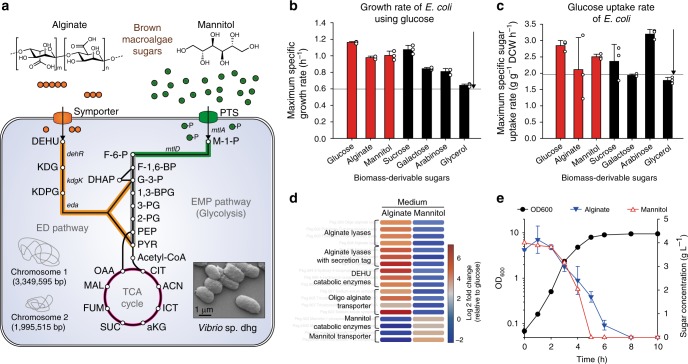
*Vibrio* sp. dhg as a microbial platform for brown macroalgae biorefinery. **a** Schematic alginate and mannitol assimilation pathways in *Vibrio* sp. dhg. Depolymerized oligo-alginate is transported into the cytosol and digested into 4-deoxy-L-erythro-5-hexoseulose uronate (DEHU). DEHU is further converted to glyceraldehyde 3-phosphate (G-3-P) and pyruvate (PYR). Mannitol is transported into the cytosol by the PTS system and is converted to fructose-6-phosphate (F-6-P). The inset is a scanning electron microscopy (SEM) image of *Vibrio* sp. dhg with a scale bar indicating 1 μm. The other abbreviations are as follows: ED pathway Entner–Doudoroff pathway, EMP pathway Embden–Meyerhof–Parnas pathway, KDG 2-keto-3-deoxygluconate, KDPG 2-keto-3-deoxy-6-phosphogluconate, M-1-P mannitol-1-phosphate, F-1,6-BP fructose 1,6-bisphosphatase, DHAP dihydroxyacetone phosphate, 1,3-BPG 1,3-bisphosphoglycerate, 3-PG 3-phosphoglycerate, 2-PG 2-phosphoglycerate, PEP phosphoenolpyruvate, CIT citrate ACN *cis*-aconitate, ICT isocitrate, aKG a-ketoglutarate, SUC succinate, FUM fumarate, MAL malate, and OAA oxaloacetate. **b** Maximum specific growth rates (h^−1^) and **c** maximum sugar uptake rates (g g^−1^ dry cell weight (DCW) h^−1^) of *Vibrio* sp. dhg in minimal medium supplemented with 4 g L^−1^ of diverse carbon sources at 30 °C. The two horizontal lines indicate growth rate (0.60 h^−1^) and sugar uptake rate (1.96 g g^−1^ DCW h^−1^) of *E. coli* in glucose minimal medium at 37 °C. **d** Fold changes of gene expression during alginate and mannitol assimilation as compared with during glucose assimilation, based on RNA-Seq results. **e** Simultaneous assimilation of alginate and mannitol by *Vibrio* sp. dhg. Closed black circles, OD_600_; closed inverted triangles, alginate; open red triangles, mannitol. Error bar indicates the standard deviations of three independent cultures (*n* = 3). White dot indicates actual data point. Source data of Figs. 1b, 1c, and 1d are provided as a Source Data file

In addition, this microorganism can grow even in a high concentration of salt (100 g L^−1^ of sodium chloride) while other industrial hosts (*E. coli*, *Corynebacterium glutamicum*, *Saccharomyces cerevisiae*, Supplementary Data 1, and Supplementary Fig. 1a) showed severely reduced growth rates. Tolerance to other representative bioproducts (ethanol, 2,3-butanediol (2,3-BDO), and lactate) was also investigated (Supplementary Fig. 1b–d). In the case of ethanol, this microorganism was similar to *C. glutamicum* and maintained its growth with 50 g L^−1^ of ethanol in the medium. For 2,3-BDO, it was similar to *E. coli* but more sensitive than *C. glutamicum* and *S. cerevisiae*; the growth was inhibited by 50 g L^−1^ of 2,3-BDO. Finally, with lactate, its tolerance was slightly less than the tolerance of *S. cerevisiae* which showed the best growth in the presence of 50 g L^−1^ of lactate. Overall, although its tolerance was not much superior to either *C. glutamicum* or *S. cerevisiae*, it was comparable to *E. coli*, suggesting this microorganism can be used as a host for biochemical production.

To identify this microorganism, we analyzed its 16S rDNA sequence using the universal primers (Supplementary Data 2) and found that it belongs to the family *Vibrionaceae*. In particular, it was highly similar to *Vibrio natriegens* ATCC14048 (99% identity, Supplementary Data 3), a gram-negative bacterium recently suggested to be a promising host for molecular biotechnology due to its rapid growth rate (doubling time < 10 min in rich medium)^9,10^. Upon sequencing the genome of our isolated microorganism (Supplementary Fig. 2, Supplementary Tables 1 and 2), three circular contigs representing a large chromosome, a small chromosome, and a plasmid were obtained. Although several *Vibrio* species are known to use alginate (e.g., *V. alginolyticus* and *V. splendidus* 12B01), its growth rate is much higher than reported values of the known microorganisms (0.2–0.8 h^−1^)^7^. Moreover, the genome context and phenotypic characteristics of our microorganism were closer to those of *V. natriegens* ATCC14048 (Supplementary Figs. 3 and 4). However, detailed physiological comparison (Supplementary Table 3) revealed that there is a difference between two microorganisms, probably due to a variation in more than 5% of their genomes. Particularly, *V. natriegens* does not possess the machinery needed to metabolize alginate. Therefore, we named our strain *Vibrio* sp. dhg and further investigated its potential as a platform for biorefinery from brown macroalgae.

Genome annotation revealed that many of the genes responsible for alginate assimilation in *Vibrio* sp. dhg were located in a 42-kb cluster within its small chromosome (chromosome 2, Supplementary Data 4). 

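The alginate genes listed in Supplementary Data 4 run from peg.590 to a sodium-solute symporter gene, here the distal symporter, on chromosome 2, from position 665381 to position 706418 of the strain's own genome sequence, a span of 41038 bp. The RAST annotation places 33 protein-coding genes in this span, 19 on the forward strand and 14 on the reverse strand. Of these, 14 are listed as alginate genes and the other 19 are not. The listed genes comprise 4 alginate lyases (peg.608, peg.610, peg.611 and peg.614), which cut the polymer, and 3 oligo-alginate lyases (peg.590, peg.602 and peg.603), which release monomers. The 3 enzymes that act on the monomer DEHU and its products are peg.594, peg.599 and peg.600. The remaining 4 are annotated as transporters. These are the sodium-solute symporter peg.597, the distal symporter (704637 to 706418) and the tricarboxylate transport proteins TctC (peg.605) and TctA (peg.607). The oligo-alginate lyase genes peg.602 and peg.603 lie side by side on the forward strand, and the kinase and aldolase genes peg.600 and peg.599 lie side by side on the reverse strand.

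**Figure D1:**
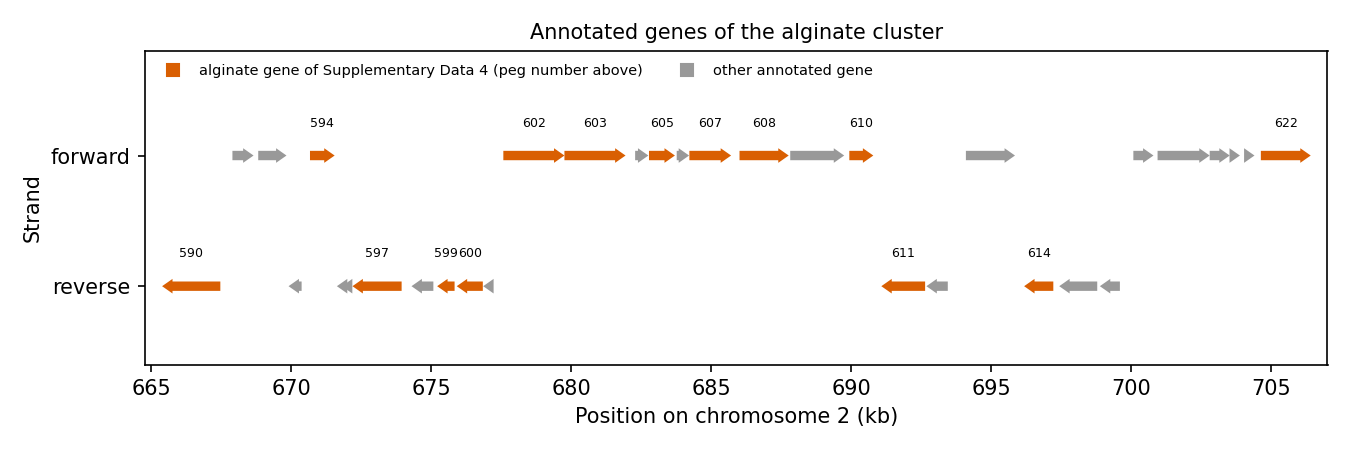
Genes of the alginate cluster by position on chromosome 2 (kb, horizontal axis) and strand (vertical axis). Arrows point in the direction of transcription, to scale, with the 14 alginate genes of Supplementary Data 4 coloured and the other 19 annotated genes in grey. The listed genes stand on both strands, with other genes between them.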

Sequence comparison with a well-studied gene cluster of *V. splendidus*^6^ indicated that our strain also assimilates alginate via a multi-step process (Fig. 1a). Specifically, endolytic alginate lyases are secreted to depolymerize alginate into oligo-alginates^11^. The oligo-alginates are then transported into the cytosol through a transporter. Subsequently, alginate monomers (4-deoxy-L-erythro-5-hexoseulose uronate, DEHU) are produced by the action of exolytic oligo-alginate lyases. Finally, via a partial Entner–Doudoroff pathway, DEHU reductase (DehR), 2-keto-3-deoxygluconate kinase (KdgK) and 2-keto-3-deoxyphosphogluconate aldolase (Eda) convert DEHU into glyceraldehyde-3-phosphate and pyruvate, two metabolites that then enter glycolysis. On the other hand, the large chromosome contains two copies of the mannitol operon (chromosome 1). 

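In Supplementary Data 4, each copy of the mannitol operon holds a gene for the mannitol-specific PTS transporter (MtlA) and a gene for mannitol-1-phosphate 5-dehydrogenase (MtlD). The genes of one copy are peg.324 (MtlA, 340233 to 342182) and peg.323 (MtlD, 338972 to 340120), both on the reverse strand of chromosome 1. Those of the other copy are peg.2499 (MtlA, 2814976 to 2816865) and peg.2500 (MtlD, 2817005 to 2818153), both on the forward strand. The MtlD genes have the same length of 1149 bp, while the MtlA genes measure 1950 bp (peg.324) and 1890 bp (peg.2499).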

Mannitol is initially transported into the cell by a mannitol-specific phosphotransferase system (PTS, MtlA) and then converted into fructose-6-phosphate—an intermediate of glycolysis—by mannitol-1-phosphate dehydrogenase (MtlD).

To confirm that the aforementioned genes are critical for alginate and mannitol assimilation, we analyzed their expression levels via RNA sequencing. 

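RNA was taken from cultures of Vibrio sp. dhg grown in buffered minimal medium with glucose, alginate or mannitol at 4 g per L as the only carbon source and harvested at an OD600 of 0.6. Each carbon source had 2 biological replicates, which makes 6 libraries. The authors depleted rRNA, made strand-specific libraries and aligned the reads with Bowtie2 to their own genome sequence. With Cufflinks they computed FPKM, the fragments per kilobase relative to all fragments counted, for each RAST gene. This was done separately for chromosome 1, chromosome 2 and the plasmid. The FPKM of each replicon are therefore relative to the fragments of that replicon. By the values of long genes, the kilobases are those of the gene less the mean fragment length. A gene little longer than a fragment thus has a high FPKM per fragment. The depth behind the values was worked out from the FPKM, their confidence limits and the coverage in the same tables. Summed over the 3 replicons, it came to 7.71 M and 10.1 M fragments for glucose, 7.59 M and 11.1 M for alginate and 8.79 M and 8.69 M for mannitol. The coverage corresponds to 84 sequenced bases per fragment in the glucose libraries and to 70 in the alginate and mannitol libraries. The glucose libraries thus appear to differ from the others in how they were read, although the paper describes a single sequencing protocol. Of 5065 annotated genes, 234 and 176 were listed at 0 in the glucose libraries, 999 and 713 in the alginate libraries and 833 and 549 in the mannitol libraries. The correlation between replicates on the log2 scale, across genes, which are not independent replicates, was 0.818 for glucose, 0.777 for alginate and 0.784 for mannitol (Pearson's r).

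FPKM were used as deposited, and log2(FPKM + 1) values of the 4926 genes with a mean FPKM of at least 1 over the 6 libraries were fitted in limma with 1 mean per carbon source. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene counted as changed at an adjusted p under 0.05. Between alginate and glucose 682 genes changed, 176 higher and 506 lower on alginate. Between mannitol and glucose 855 genes changed, 295 higher and 560 lower on mannitol. The direct comparison of alginate with mannitol gave 662 genes, 271 higher and 391 lower on alginate. The split between higher and lower genes follows the scaling of the libraries. After quantile normalization it was 490 higher and 283 lower for alginate and 625 higher and 324 lower for mannitol, each against glucose. After scaling each library by its median ratio it was 257 and 383 for alginate and 441 and 481 for mannitol, and after scaling each replicon separately it was 226 and 313 for alginate and 425 and 468 for mannitol. With rRNA and tRNA genes left out and each library rescaled to the same summed FPKM, it was 53 and 400 for alginate and 28 and 309 for mannitol. The rescaling moves all genes of a library by 1 factor. The mean FPKM of protein-coding genes was 620 and 1081 in the mannitol libraries, so it sets these replicates apart. With FPKM relative to the fragments of all 3 replicons, 355 genes were higher and 318 lower on alginate than on mannitol. The median log2 fold change of all genes tested was -0.55 for alginate and -0.47 for mannitol against glucose as deposited, and it ranged from -0.94 to 0.29 and from -0.52 to 0.31 over the 6 scalings.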

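Cells grown on alginate held more transcript of all 14 alginate genes of Supplementary Data 4 than cells grown on glucose. The log2 fold changes, on the log2(FPKM + 1) scale, ran from 2.46 for the lyase peg.608 to 6.41 for the lyase peg.614, with a median of 4.66. Cells grown on mannitol held more transcript of all 4 mannitol genes, with log2 fold changes against glucose from 2.81 (peg.2500) to 3.54 (peg.2499). After quantile normalization these values ran from 3.09 (peg.2500) to 4.90 (peg.324), with 4.84 for peg.323 and 3.90 for peg.2499, so the size and order of these rises depend on the scaling. Adjusted over the list alone, the counts were also 14 and 4. The lists are the study's own and its fold changes for them had been seen before the test, so these counts are not independent evidence of the direction.

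Among the 4 alginate lyases, peg.614 rose from 196 ± 73.2 FPKM (SD, n = 2) on glucose to 16222 ± 650 FPKM (SD, n = 2) on alginate. Its log2 fold change of 6.41, taken back from the log2(FPKM + 1) scale, was 85.1-fold (standard error of the log2 value 0.36, adjusted p = 0.00198 from limma). Over the alternatives this log2 value ran from 6.01 to 7.15. The smallest rise of the group, from 76.5 ± 10.8 to 431 ± 122 FPKM (SD, n = 2 each), was that of peg.608 (adjusted p = 0.0122 from limma). The 3 oligo-alginate lyases rose by log2 fold changes of 3.67 (peg.590), 4.29 (peg.603) and 4.85 (peg.602). Of the 3 enzymes that act on DEHU and its products, peg.594, listed as a reductase, reached 23987 ± 902 FPKM (SD, n = 2) on alginate from 344 ± 42.5 FPKM (SD, n = 2) on glucose. The kinase peg.600 and the aldolase peg.599 rose by log2 fold changes of 4.35 and 5.09. The 4 transporter genes rose as well, from a log2 fold change of 2.83 for TctA (peg.607) to 6.32 for the distal symporter, whose level went from 97.3 ± 16.6 to 7781 ± 598 FPKM (SD, n = 2 each). Against mannitol, all 14 genes were again higher on alginate, by log2 fold changes from 3.48 (peg.590) to 7.57 (distal symporter), and in each of the 14 both alginate libraries stood above the 4 others. On mannitol relative to glucose, 10 of the 14 did not pass the test, and the calls of the other 4 did not hold with every library left out. The value of peg.594 was 0.70 and that of the distal symporter -1.26, and both calls were lost without any single library: 0.83 and -1.08 without glucose replicate 1, 0.58 and -1.43 without glucose replicate 2, 0.70 and -1.26 without either alginate library, 0.61 and -1.54 without mannitol replicate 1 and 0.80 and -0.97 without mannitol replicate 2. The call of peg.608 (-2.47) was lost without glucose replicate 1 (-2.33), glucose replicate 2 (-2.61) and mannitol replicate 1 (-2.46), and that of peg.611 (-1.14) without glucose replicate 1 (-1.11) and glucose replicate 2 (-1.18). With FPKM relative to the fragments of all 3 replicons peg.594 had 0.45 and did not pass. After quantile normalization the distal symporter had -0.46, peg.608 -1.52 and peg.611 -0.68 (standard errors 0.30, 0.38 and 0.18), smaller changes that did not pass. With rRNA and tRNA genes left out and the libraries rescaled, none of the 4 passed, at 0.70 for peg.594, -1.26 for the distal symporter, -2.48 for peg.608 and -1.14 for peg.611, and the standard errors grew from 0.14 to 0.39, from 0.26 to 0.51, from 0.30 to 0.50 and from 0.18 to 0.45.

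In the mannitol operons, MtlA of the copy at peg.2499 rose from 184 ± 20.2 FPKM on glucose to 2153 ± 238 FPKM on mannitol, and MtlD of that copy, peg.2500, from 317 ± 25.3 to 2220 ± 159 FPKM (SD, n = 2 each). The other copy rose from 26.4 ± 3.17 to 220 ± 14.6 FPKM for MtlA (peg.324) and from 26.0 ± 1.97 to 194 ± 27.7 FPKM for MtlD (peg.323), with SD and n = 2 for each. On mannitol the level of peg.2499 was 9.76 ± 0.433 times that of peg.324, and that of peg.2500 was 11.5 ± 0.827 times that of peg.323 (SD, n = 2). How far reads are shared between the copies was not examined. All 4 genes were higher on mannitol than on alginate, by log2 fold changes from 3.51 (peg.323) to 5.64 (peg.2499). On alginate relative to glucose, peg.2499 and peg.2500 fell by 2.09 and by 2.14 on the log2 scale (3 of the 4 genes adjusted over the list alone). The values of peg.324 and peg.323 were -1.17 and -0.66 and did not pass the test, and after quantile normalization they were 1.23 (adjusted p = 0.123 from limma) and 1.69, which passed in the opposite direction (adjusted p = 0.0469 from limma).

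Relative to the median of all genes, the median of the alginate list against glucose was 4.80 to 5.64 higher over the 6 scalings, and that of the mannitol list on mannitol was 3.35 to 4.05 higher. As sets, the alginate list was called by camera with a preset inter-gene correlation of 0.01 in both comparisons of alginate, and the mannitol list in all 3 comparisons. With an estimated correlation the alginate calls held (adjusted p = 0.0310 against glucose and 0.0485 against mannitol). The mannitol calls did not (adjusted p = 0.335 for mannitol against glucose, 0.176 for alginate against mannitol and 0.296 for alginate against glucose). With 1 glucose library left out, 11 (without replicate 1) and 10 (without replicate 2) of the 14 alginate genes passed, and 2 of the 4 mannitol genes in either case, the calls lost being peg.605, peg.607, peg.608, peg.323 and peg.324, and peg.599 without replicate 2 alone. Without replicate 1 and without replicate 2 the log2 values were 5.21 and 4.65 for peg.605 (4.93 with all libraries), 2.92 and 2.75 for peg.607 (2.83), 2.60 and 2.31 for peg.608 (2.46), 2.77 and 2.92 for peg.323 (2.85) and 3.13 and 2.90 for peg.324 (3.02), and peg.599 had 4.91 (5.09). The standard errors grew, from 0.63 to 0.91 in both cases for peg.605, from 0.29 to 0.41 in both for peg.607, from 0.30 to 0.37 in both for peg.608, from 0.28 to 0.33 and 0.35 for peg.323, from 0.32 to 0.40 and 0.42 for peg.324 and from 0.41 to 0.59 for peg.599, with fewer degrees of freedom. The call of peg.605 was also lost without alginate replicate 1 against glucose (4.88, standard error 0.88). Against mannitol (4.69) it was lost without glucose replicate 1 (4.69), glucose replicate 2 (4.69), alginate replicate 1 (4.64) and alginate replicate 2 (4.74), with standard errors of 0.74, 0.74, 0.88 and 0.88, which left 13 of the 14 genes.

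The paper took the genes from the genome annotation and, for the alginate pathway, from sequence comparison with a gene cluster of V. splendidus. It states as the aim of the RNA sequencing to establish that the genes are critical for assimilation of alginate and mannitol, and gives no further reasoning.

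**Figure D2:**
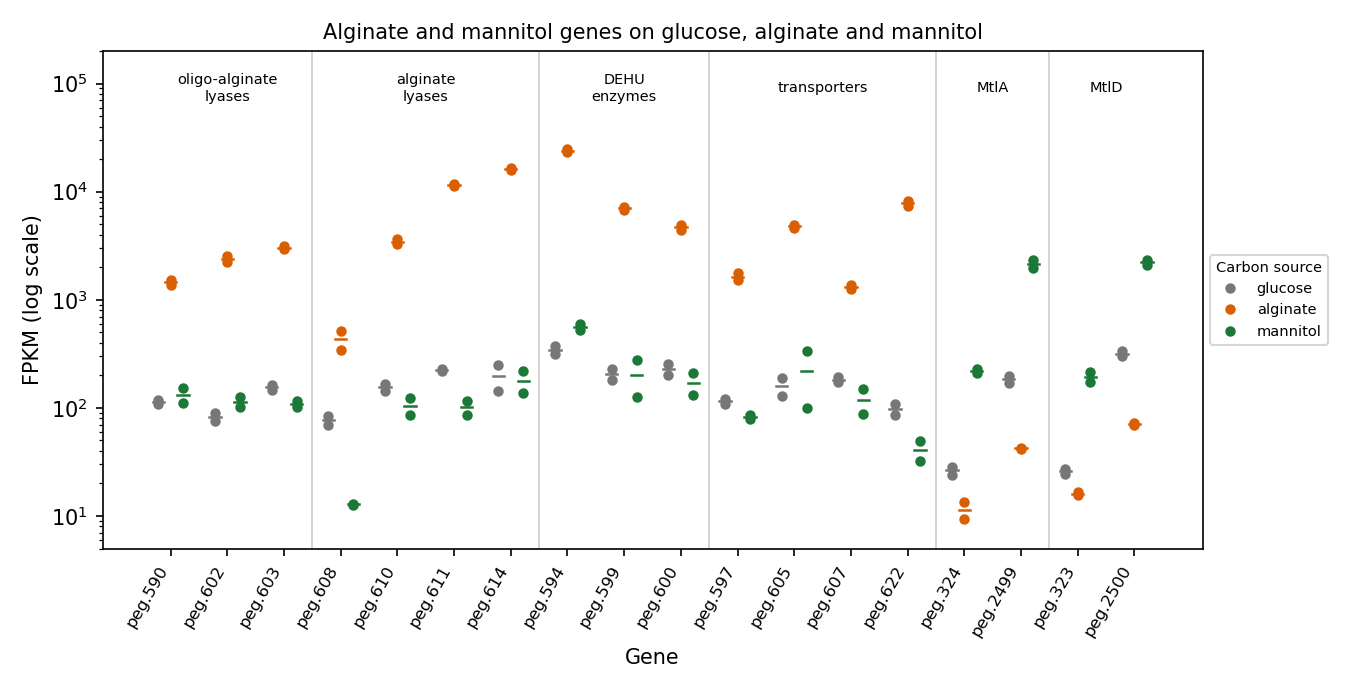
FPKM (vertical axis, log scale) of the 14 alginate genes and 4 mannitol genes (horizontal axis) on glucose, alginate and mannitol. Each point is a library and each bar the mean of the 2 libraries of a carbon source. Both alginate libraries lie above the 4 others in all 14 alginate genes, and both mannitol libraries lie above the 4 others in all 4 mannitol genes.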

As expected, these genes were highly induced by the addition of the cognate sugar (up to a 100-fold increase compared with the glucose condition) (Fig. 1d). Additionally, we observed that *Vibrio* sp. dhg could simultaneously consume alginate and mannitol (Fig. 1e). As these two sugars have different oxidation states, this property is highly advantageous for biochemical production (e.g., ethanol) in an oxygen-limited environment (see Supplementary Note 2)^12,13^. Thus, *Vibrio* sp. dhg is highly suited to using an alginate-mannitol mixture.

### Gene expression control in *Vibrio* sp. dhg

To harness *Vibrio* sp. dhg as a microbial platform, genetic engineering tools for the construction and optimization of (heterologous) metabolic pathways must first be readily available. As an elemental approach, we introduced several plasmids with different origins of replication (pMB1, RSF1030, p15A, and CloDF13) into *Vibrio* sp. dhg strain. Using a transformation protocol originally established for *V. natriegens*^10^, we observed that all plasmids except CloDF13 could stably exist (Supplementary Fig. 5). Furthermore, more than two different plasmids could be maintained under the presence of multiple antibiotics.

Next, we investigated the features of transcription that drive gene expression in *Vibrio* sp. dhg. Upon comparing the amino acid sequence of its housekeeping sigma factor (σ_70_) with that of *E. coli*, we noticed that the major DNA-binding domains (region 2.4 and 4.2) were 100% identical (Supplementary Fig. 6). Furthermore, the promoter regions of ribosomal genes, which are highly expressed in *Vibrio* sp. dhg, also have similar sequences (TTGANN and TATAAT) to the bacterial −35 and −10 boxes (TTGACA and TATAAT, respectively) (Supplementary Fig. 7). These findings suggested that the common promoters used for *E. coli* would also be compatible with *Vibrio* sp. dhg. To test this idea, we prepared plasmids encoding the *sgfp* (super-folding green fluorescence protein) gene under the control of the conventional promoters P_J23119_, P_lac_, P_tac_, P_tet_, and P_ara_. These plasmids also carry cognate repressor expression cassettes (*lacI* and *araC* cassettes from *E. coli*, and a synthetically designed *tetR* cassette) for inducible expression. As expected, we were able to observe successful expression of the *sgfp* gene in *Vibrio* sp. dhg when transcribed by the endogenous RNA polymerase (Fig. 2a). In addition, expression of the T7 RNA polymerase gene (under the control of the P_lac_ promoter) also resulted in the expression of *sgfp* when placed under the control of the P_T7_ promoter. Furthermore, all inducible promoters showed strong activation (up to a maximum of 184-fold) upon the addition of cognate inducers (isopropyl β-D-1-thiogalactopyranoside (IPTG), anhydrotetracycline (aTc) or arabinose).

**Fig. 2:**
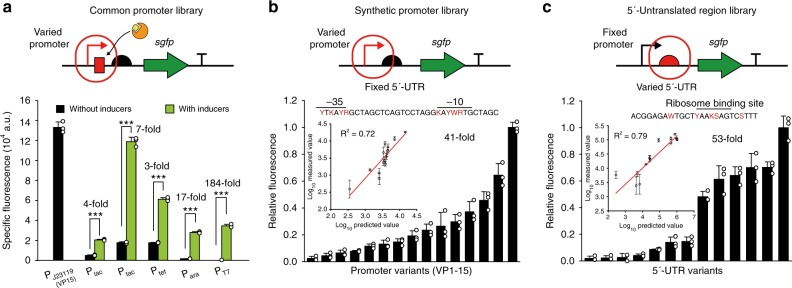
Precise control of gene expression in *Vibrio* sp. dhg. **a** Evaluation of a constitutive promoter (P_J23119_, equivalent to P_VP15_) and various inducible promoters (P_lac_, P_tac_, P_tet_, P_ara_, and P_T7_) in terms of *sgfp* expression. For inducible expression, either 1 mM IPTG, 100 μg mL^−1^ aTc, or 10 g L^−1^ arabinose was added. ***p < 0.001 (two-sided *t*-test). **b** Relative fluorescence values for *sgfp* expression under the control of various synthetic promoters. Each fluorescence value was normalized by the highest value. The inset graph indicates a positive correlation (*R*^2^ = 0.72) between the predicted promoter strength and the measured fluorescence values. **c** Relative fluorescence values for *sgfp* expression in function of various 5′-UTRs. Each fluorescence value was normalized by the highest value. The inset graph indicates a high correlation (*R*^2^ = 0.79) between the predicted folding energies (ΔG_UTR_) and the measured fluorescence values. Values were adjusted for background fluorescence (fluorescence of the VDHG001 strain). Error bar indicates the standard deviations of three independent cultures (*n* = 3). White dot indicates actual data point. Source data of Figs. 2a, 2b, and 2c are provided as a Source Data file

To achieve precise control of gene expression at the transcriptional level, we constructed a synthetic promoter library. This library was prepared by modifying the −35 and −10 boxes of the P_J23119_ promoter with degenerate sequences (i.e., YTKAYR and KAYWRT, respectively) to cover the Anderson promoter library^14^. By altering the promoter sequence, we successfully obtained 15 different promoters (named promoters VP1 to 15) of varied strengths, with a maximum fold difference of 41 (Fig. 2b, Supplementary Table 4). Based on our data, we were able to construct a predictive model that can estimate promoter strengths (Supplementary Table 5) with a strong predictive power (*R*^2^ = 0.72). In agreement with the observed strengths, our model predicted promoter VP15 to be the strongest. Thus, our model could be useful in the development of other synthetic promoters and be further improved by iterative-learning.

We also investigated gene expression control in *Vibrio* sp. dhg at the translational level. Recently, prediction of translation efficiency in bacteria became possible thanks to a biophysical model of the translation initiation process^15,16^. This model, which has been thoroughly tested in *E. coli*, calculates the thermodynamic free energy change of the 5′-untranslated region (ΔG_UTR_). Although the 16S rDNA of *Vibrio* sp. dhg (Supplementary Data 3) has a high similarity (90%) and the same anti-Shine-Dalgarno sequence (ACCTCCTTA) to the 16 S rDNA of *E. coli*, the biophysical model still requires validation in *Vibrio* sp. dhg. Thus, to confirm the predictable nature of translational efficiency in *Vibrio* sp. dhg, we generated a 5′-UTR library covering a broad range of *sgfp* expression levels using UTR Library Designer^16^ (Supplementary Table 6). In total, we analyzed 13 5′-UTR variants and found that gene expression was successfully varied. More specifically, alteration of the ribosome binding site and the folding features^16^ enabled us to generate variants with a difference in expression of up to 53-fold (Fig. 2c). More importantly, these measured values were highly correlated (*R*^2^ = 0.79) with the predicted values, thereby indicating a strong predictive power for this model in *Vibrio* sp. dhg. Taken together, both transcription and translation can be controlled in a predictable manner in *Vibrio* sp. dhg, a property that is highly useful for the construction of efficient metabolic pathways. Furthermore, many plasmid-based production systems or genetic circuits, which have been previously developed for *E. coli*, can be directly employed in *Vibrio* sp. dhg without any major modifications.

### Genome editing in *Vibrio* sp. dhg

As genome editing is necessary to develop an efficient cell factory, the possibility to engineer the genome of *Vibrio* sp. dhg was explored. To engineer its genome, the SXT recombination system naturally found in *Vibrionaceae* was chosen. It has been reported that the expression of *exo* (a gene encoding alkaline exonuclease) and *beta* (a gene encoding single-strand annealing protein) permits recombination in *V. natriegens* and *E. coli*^17,18^. For its genome engineering, endogenous *exo* and *beta* in *Vibrio* sp. dhg, were expressed under the control of the P_tac_ promoter and a synthetic 5′-UTR (Supplementary Table 7). Additionally, *gamma* (a gene encoding nuclease inhibitor) from lambda phage was expressed to facilitate recombination^17^. As a template for allelic exchange, we introduced a chloramphenicol resistance (*cat*) cassette flanked with two identical FRT sequences^19^ and homology arms (1–3 kb) of the target locus^10^. After electroporation, we confirmed the engineered locus by checking for colonies that could grow on a chloramphenicol agar plate. Indeed, we found colonies with target gene successfully replaced by the *cat* gene (Supplementary Fig. 8a). Subsequently, the integrated *cat* gene was easily removed by expressing an FRT-specific flippase from *S. cerevisiae*^19^.

### Biochemical production from alginate and mannitol mixture

After establishing a genetic toolbox for *Vibrio* sp. dhg, we attempted to produce value-added biochemicals using engineered *Vibrio* sp. strains. Although sugar composition of brown macroalgae is known to be influenced by geographical and seasonal changes^20^, a mixture of alginate and mannitol in a 1:2 ratio was chosen to prepare a mimetic sugar medium to fully evaluate its performance. At first, production of ethanol, one of biofuels, was attempted in a microaerobic condition (Fig. 3a). Since the wildtype strain possesses both an aldehyde dehydrogenase and an alcohol dehydrogenase, ethanol can be produced by cultivating the wildtype strain via reduction of acetyl-CoA. However, only 1.6 g L^−1^ of ethanol was produced from 30 g L^−1^ of mixed sugars (Supplementary Fig. 9). In addition, other by-products such as acetate, lactate, and succinate were produced in considerable amounts (a total of 4.7 g L^−1^). To produce more ethanol, the pyruvate decarboxylase (pdc) and aldehyde dehydrogenase (*aldB*) genes of *Zymomonas mobils*^6^ (Fig. 3a) were expressed. To obtain constitutive expression at the maximum possible level, we fused each gene to a synthetic 5′-UTR (Supplementary Table 7) and placed them under the control of the strongest synthetic promoter, VP15. The resulting strain showed dramatically improved ethanol production (7.7 g L^−1^, or a 4.8-fold increase) and lower levels of accumulated by-products (a total of 2.3 g L^−1^). To further minimize by-product formation, we deleted the endogenous *ldhA* (lactate dehydrogenase), *frdABCD* (fumarate reductase) and *pflB* (pyruvate-formate lyase) genes, creating the VDHG411 strain (Supplementary Fig. 8b). This deletion successfully minimized the loss of carbon (a total of only 1.1 g L^−1^ of by-products) while slightly improving ethanol production (8.4 g L^−1^, or a 10% increase). Upon providing a total of 80 g L^−1^ of mixed sugars with a 1:2 ratio by fed-batch fermentation, VDHG411 strain produced 25.7 g L^−1^ (3.3% v/v) of ethanol in 24 h (Fig. 3b). Surprisingly, this 1.1 g L^−1^ h^−1^ average ethanol productivity (maximum 1.8 g L^−1^ h^−1^) was dramatically higher than that of other microbial platforms for alginate utilization (Supplementary Table 8). Furthermore, the yield (64% of the theoretical maximum) of our VDHG411 strain was comparable to the yield of other alginate-consuming microbial platforms.

**Fig. 3:**
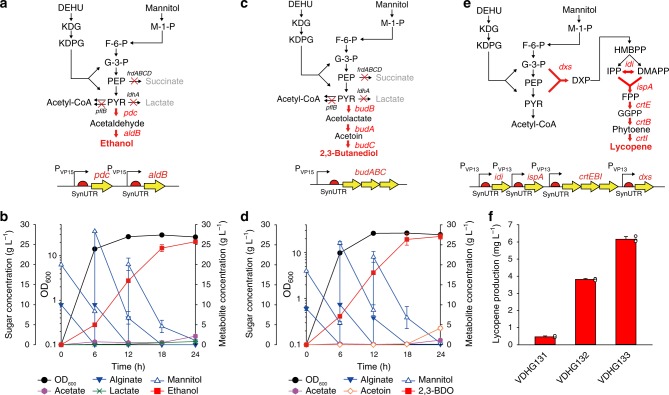
Biochemical production using engineered *Vibrio* sp. dhg strains. **a** Ethanol production pathway. For ethanol production, *pdc* (pyruvate decarboxylase) and *aldB* (aldehyde dehydrogenase) from *Z. mobilis* were expressed under the P_VP15_ promoter and a synthetic 5′-UTR. To improve yield, *ldhA*, *frdABCD*, and *pflB* were removed from the chromosome. **b** Fermentation profile of the VDHG411 strain during 24 h. Closed black circle, OD_600_; closed inverted blue triangle, alginate; open blue triangle, mannitol; closed purple hexagon, acetate; green cross, lactate; closed red square, ethanol. **c** 2,3-BDO production pathway. The *budABC* operon from *E. aerogenes* was expressed under the P _VP15_ promoter and a synthetic 5′-UTR. **d** Fermentation profile of the VDHG421 strain during 24 h. Closed black circle, OD_600_; closed inverted blue triangle, alginate; open blue triangle, mannitol; closed purple hexagon, acetate; open orange diamond, acetoin; closed red square, 2,3-BDO. **e** Lycopene production pathway. For lycopene production, the *crtEBI* operon (encoding GGPP synthase, phytoene synthase, and phytoene desaturase) from *L. purpurea* was expressed under the P_VP13_ promoter and a synthetic 5′-UTR. To improve the titer, *dxs* (DXS synthase), *idi* (IPP isomerase) and *ispA* (FPP syntase) from *E. coli* W3110 were additionally expressed. **f** Lycopene production by engineered *Vibrio* sp. dhg strains (VDHG131, VDHG132, and VDHG133) after 9 h. Abbreviations: DXP deoxyxylulose 5-phosphate, HMBPP 4-hydroxy-3-methylbut-2-enyl pyrophosphate, IPP isopentenyl pyrophosphate, DMAPP dimethylallyl pyrophosphate, FPP farnesyl diphosphate, GGPP geranylgeranyl pyrophosphate. Some reactions of glycolysis have been omitted for simplicity. Error bar indicates the standard deviations of three independent cultures (*n* = 3). White dot indicates actual data point

We next attempted to produce 2,3-BDO, a chemical that can be used industrially as an antifreeze reagent or solvent^21^ (Fig. 3c). Although the production of 2,3-BDO from the sugars of brown macroalgae has previously been attempted^21^, this was carried out using *E. coli*, which is only able to slowly assimilate mannitol. In contrast, alginate has not yet been considered as a carbon source in such a bioprocess. Thus, to produce 2,3-BDO using our alginate-assimilating *Vibrio* sp. dhg, we expressed the *budABC* operon (encoding for acetolactate decarboxylase, acetolactate synthase, and acetoin reductase) from *Enterobacter aerogenes*^21^ under the P_VP15_ promoter and a synthetic 5′-UTR (Supplementary Table 7). The heterologous expression of this operon enabled the production of 6.1 g L^−1^ of 2,3-BDO from 30 g L^−1^ of mixed sugars in 9 h (Supplementary Fig. 10). Moreover, by deleting the competing pathways (i.e., Δ*ldhA*, Δ*frdABCD*, and Δ*pflB*), we were able to further improve production 1.5-fold (9.4 g L^−1^, the VDHG421 strain). By fed-batch fermentation, this strain was able to produce 27.1 g L^−1^ of 2,3-BDO (31.3 g L^−1^ including acetoin) from 80 g L^−1^ of sugars in 24 h (Fig. 3d). When compared with the *E. coli* platform of the previously mentioned study^21^, *Vibrio* sp. dhg showed both superior productivity (1.3 g of 2,3-BDO and acetoin L^−1^ h^−1^) and yield (0.40 g product g^−1^ sugar or 81% of the theoretical maximum), along with an efficient co-utilization of alginate and mannitol.

We lastly demonstrated the ability of our *Vibrio* sp. dhg platform to produce lycopene, which is a C-40 phytochemical used as a nutraceutical antioxidant^22,23^. We first prepared the required plasmids (Supplementary Data 1) by re-organizing previously reported plasmids^23^ that express *crtEBI* (geranylgeranyl pyrophosphate (GGPP) synthase, phytoene synthase and phytoene desaturase) from *Lamprocystis purpurea*, and *dxs* (1-deoxy-D-xylulose-5-phosphate (DXP) synthase), *idi* (isopentenyl diphosphate (IPP) isomerase) and *ispA* (farnesyl diphosphate (FPP) synthase) from *E. coli* (Fig. 3e). These genes were expressed under the control of the P_VP13_ promoter and synthetic 5′-UTRs^23^ (Supplementary Table 7). When we supplemented strain VDHG131—the strain expressing only the essential lycopene genes (*crtEBI*) – with 10 g L^−1^ of sugar mixture, 0.47 mg L^−1^ of lycopene was produced in 9 h (Fig. 3f). Additional expression of *idi* and *ispA* (strain VDHG132) or *idi*, *ispA*, and *dxs* (strain VDHG133) successfully increased lycopene production (3.8 mg L^−1^ and 6.2 mg L^−1^ for the two strains, respectively). Compared with a similarly constructed *E. coli* strain (~4 mg L^−1^ during 24 h)^23^, the use of *Vibrio* sp. dhg enabled a much faster production of lycopene (more than a fourfold increase in productivity). As slow growth and low accumulation of biomasses are known hurdles for efficient production of lycopene, the fast-growing *Vibrio* sp. dhg could be an ideal host. Importantly, additional engineering—such as precursor balancing^23^—using our developed toolbox could enhance lycopene production even further.

### Brown macroalgae fermentation for ethanol production

Finally, we tested ethanol production using brown macroalgae as feedstock (Fig. 4). The sugar content of used Kelp powder was quantified to 0.16 g alginate and 0.3 g mannitol per g powder (see “Methods”), consistent with the composition of the mimetic sugar mixture. Therefore, the Kelp powder can be directly used as a feedstock. When the VDHG411 strain was cultivated in a bioreactor containing a 1 L medium, total 120 g L^−1^ of the Kelp powder was provided during 24 h. Subsequently, even without any enzymatic pre-treatment or hydrolysis, 19.2 g L^−1^ of ethanol (2.4% v/v) was successfully produced with a similar yield (63% of theoretical maximum) compared to the yield from mimetic sugar fermentation. Although the productivity (0.8 g L^−1^ h^−1^) was reduced, suggesting a requirement of further optimization including genetic engineering and parameter study, the obtained result clearly indicates that *Vibrio* sp. dhg is also capable to produce a biochemical directly from brown macroalgae.

**Fig. 4:**
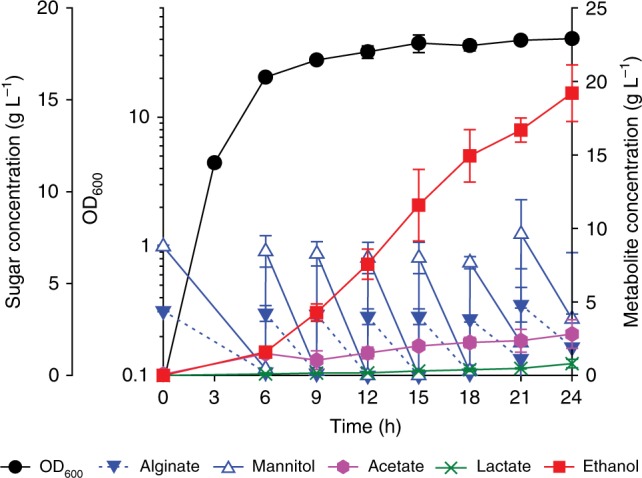
Brown macroalgae fermentation for ethanol production. A brown macroalgae fermentation profile of the VDHG411 strain using a 5 L bioreactor during 24 h. Residual alginate concentration was roughly estimated based on mannitol concentration using the measured kelp composition due to difficulty in its quantification using concentrated kelp medium. OD_600_ values after 6 h may not represent the exact amount of biomass due to turbidity from the Kelp powder. Closed black circle, OD_600_; closed inverted blue triangle, alginate; open blue triangle, mannitol; closed purple hexagon, acetate; green cross, lactate; closed red square, ethanol. Error bar indicates the standard deviations of three independent cultures (*n* = 3)

## Discussion

The ultimate goal of the biorefinery process is the efficient conversion of abundant carbon sources into value-added biochemicals. While the use of brown macroalgae as a feedstock has been limited due to the difficulties of alginate assimilation, the use of *Vibrio* sp. dhg strain as a microbial platform could overcome this issue. Moreover, its outstanding growth rate and metabolic activity over conventional platforms allow envisioning accelerated biochemical production from brown macroalgae.

One risk in exploiting environmental isolates as a host is their potential virulence. Our genome analysis revealed that *Vibrio* sp. dhg strain does not have major toxins found from pathogenic *Vibrio* strains^10^ (see “Methods”). However, one barely expressed open reading frame (fragments per kilobase per million (FPKM) < 1 based on RNA-seq analysis) showed a marginal identity (24%, Supplementary Fig. 11a and b) when compared with its amino acid sequence with an auxiliary toxin (Zot, zona occludens toxin). 

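The open reading frame given in Supplementary Fig. 11a overlaps the annotated gene peg.1447, on the forward strand of chromosome 1 from 1629249 to 1630682. Its level was 2.25 and 1.98 FPKM in the glucose libraries and 1.66 FPKM in alginate replicate 2, and it was listed at 0 in alginate replicate 1. In mannitol replicate 2 it was 0.316 FPKM, and it was listed at 0 in mannitol replicate 1. The mean over the 6 libraries was 1.03 ± 1.04 FPKM (SD, n = 6). These levels rest on 19 and 22 fragments in the glucose libraries, 18 in alginate replicate 2 and 3 in mannitol replicate 2. In the glucose libraries 5.25% and 3.97% of all annotated genes had a lower FPKM than peg.1447. In alginate replicate 2 the share was 15.4% and in mannitol replicate 2 it was 11.0%. Most of the lower genes were listed at 0: 234 of 266 and 176 of 201 in the glucose libraries, 713 of 779 in alginate replicate 2 and 549 of 559 in mannitol replicate 2. The larger shares thus follow the number of genes at 0. In the limma fit the log2 value of peg.1447 was -0.93 for alginate (adjusted p = 0.368 from limma) and -1.44 for mannitol (adjusted p = 0.192 from limma), each against glucose, and 0.51 for alginate against mannitol (adjusted p = 0.643 from limma), with a standard error of 0.62, and none passed.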

Although it has a low sequence identity (less than 30%^24^) and *Vibrio* sp. dhg strain does not have two major toxins (CtxA and CtxB) concurrently found with Zot^25^, we tested that the potential toxin can be deleted to minimize the risk. We confirmed that this gene can be deleted and does not affect the growth of the strain (Supplementary Fig. 11c and d).

For the realization of the brown macroalgae biorefinery, there could still be many hurdles. As mentioned, one challenge is a potential fluctuation of bioprocess efficiency due to seasonal and geographical differences in biomass sugar composition. Indeed, we observed that the ratio of alginate and mannitol, which have different oxidation states, hugely affected ethanol production (up to 4.5-fold) (Supplementary Fig. 12 and Supplementary Note 2). To address this issue, microorganisms should be engineered for dynamic response to intracellular redox state for robust biochemical production with advantages of recent advances in synthetic biology^26–29^.

Further studies aimed at unveiling the characteristics (e.g., rapid growth, halophilicity) and improving its tolerance^30,31^ of *Vibrio* sp. dhg would be valuable for maximizing its potential as a microbial platform^32^. Additionally, the exploitation of fast-growing microorganisms as hosts can also expedite evolutionary processes that lead to the development of improved proteins or microorganisms themselves. The strain development repertoire that we demonstrate here, could also be applied to the construction of other microbial platforms that utilize non-traditional carbon sources^33,34^. By combining all these efforts, we will likely be able to achieve the ultimate goal of the biorefinery in the near future.

## Methods

### Chemical reagents and oligonucleotides

Primers were synthesized by Cosmogenetech (Seoul, Korea) and are listed in Supplementary Data 2. Plasmid and genomic DNA were prepared using the GeneAll^R^ Exprep^TM^ Plasmid SV kit and the Exgene^TM^ Cell SV kit (GeneAll, Seoul, Korea), respectively. Procedures for plasmid cloning are explained in Supplementary Note 3. For purification of fragmented DNA, we used the Expin^TM^ Gel SV and Expin^TM^ PCR SV kits. Q5 polymerase, the NEBuilder^R^ HiFi DNA Assembly Cloning Kit, restriction enzymes, and the Quick Ligation^TM^ kit were purchased from New England Biolabs (Ipswich, MA, United States). For routine colony PCR, EmeraldAmp^®^ GT PCR Master Mix was used (Clontech, Mountain View, CA, USA). All reagents for cell cultures were purchased from BD Bioscience (Sparks, MD, USA). Chemical reagents were purchased from Sigma (St. Louis, MO, USA) unless otherwise stated. Buffer and medium compositions were described in Supplementary Note 1.

### Isolation of *Vibrio* sp. dhg strain

To isolate an alginate-metabolizing microorganism, we obtained seaweed sludge from the coastal area of Pohang, Korea. The sludge sample was inoculated into 20 mL of alginate minimal medium in a 350-mL flask. When growth was detected by a change in turbidity, the culture was transferred to the same fresh medium using a 1/100 dilution. After several sub-culture, the broth was streaked on alginate agar plate. We sequenced the 16 S rDNA of 10 colonies using the 16S_27F and 16S_1492R primers (Supplementary Data 2). All samples had an identical sequence and one of the sequenced colonies was named *Vibrio* sp. dhg.

### Strain characterization

For routine cell cultures, colonies were picked from rich medium agar plates (LBv2 medium for *Vibrio* sp. dhg, LB medium for *E. coli*, BHI medium for *C. glutamicum*, and YPD medium for *S. cerevisiae*) and inoculated in 3 mL of minimal medium (buffered medium for *Vibrio* sp. dhg, M9 medium for *E. coli*, CG medium for *C. glutamicum*, and SC medium for *S. cerevisiae*) supplemented with 4 g L^−1^ of a single sugar (glucose, mannitol, alginate, sucrose, arabinose, galactose, or glycerol). After growing overnight, the culture was refreshed by inoculating into fresh medium at an OD_600_ of 0.05–0.1. When the OD_600_ reached 1.0, the culture broth was transferred into either 350-mL flask (aerobic culture) containing 20 mL of medium or 175-mL serum bottle (anaerobic culture) containing 50 mL of medium. The cultures were conducted in a rotary shaker (Hanil Scientific, Gimpo, Korea) at 30 °C and 200 rpm (rotation per minute) unless otherwise mentioned. Especially, cells were handled in the anaerobic chamber (Coy Laboratories, Ann Arbor, MI, USA) when cells were anaerobically cultivated.

For the characterization of *Vibrio* sp. dhg in a reactor-scale, the refreshed seed was inoculated into a 5 L bioreactor (LiFlus GX, Hanil Scientific) containing the 1 L buffered medium with 10 g L^−1^ of glucose. 2 L min^−1^ of sterile air was provided and culture was stirred at 500 rpm. For an anaerobic culture, 50 mM of NaHCO_3_ was additionally supplemented and CO_2_ and N_2_ gas mixture (20:80) was provided instead of air.

To test tolerance of the microorganisms, cells were cultured in 100-μL minimal media contained in 96-well microtiter plate with orbital shaking (300 rpm). Different amounts (0, 10, 20, 50, and 100 g L^−1^) of sodium chloride, ethanol, lactate, 2,3-BDO were included in the medium. Lactate was pre-neutralized with sodium hydroxide. The growth of cells was measured using the Hidex Sense microplate reader (Hidex, Turku, Finland).

All cell cultures were conducted in biological triplicates. Initial OD_600_ for all cell culture was 0.05–0.1. An OD_600_ of 1.0 corresponds to 0.27 g DCW per L^9^. Maximum specific growth rate (μ, h^−1^) was calculated by linear regression of ln(OD_600_) and time (h) during exponential growth phase. To determine maximum specific sugar uptake rate (g g^−1^ DCW L^−1^), maximum specific growth rate was divided by biomass yield^9^.

### Scanning electron microscopy

Cells were cultured overnight in LBv2 medium and then sub-cultured in fresh medium by diluting 100-fold. Upon reaching an OD_600_ of 0.6, the cells were collected by centrifugation at 3700 × *g* for 10 min and washed three times with buffer solution (100 mM of potassium phosphate and 10 g L^−1^ of NaCl). Subsequently, cells were fixed by incubation in the same solution containing 2.5% glutaraldehyde. After 1 h incubation, the cell pellet was harvested by centrifugation. The resulting pellet was resuspended in increasing concentrations of ethanol (30, 50, 70, 80, and 100% v/v) in the same buffer for dehydration. Then, 1 mL of suspension was dropped on a slide glass and dried at room temperature to remove ethanol. The sample was then coated with Pt in the presence of argon gas using a metal sputter. Finally, the sample was imaged at a 5 kV acceleration voltage on a Jeol scanning electron microscope (JEOL JSM-7401F).

### Annotation of the *Vibrio* sp. dhg genome sequence

To construct a draft of the *Vibrio* sp. dhg genome, purified genomic DNA (gDNA) was treated with the SMRT cell 8Pac v3 and DNA Polymerase Binding Kit P6 (Pacific Biosciences, CA, USA) and analyzed using the PacBio sequencer at Macrogen (Seoul, Korea). We obtained a total of 147,285 reads for 1,302,603,996 bases and then de novo assembled the reads using RS HGAP Assembly (v3.0) with default options. To correct for errors in the draft genome generated by the PacBio sequencer, we additionally used the Illumina short-read sequencer. A gDNA library was prepared using the KAPA HyperPlus Kit according to the manufacturer’s instructions (KAPA Biosystems, Wilmington, MA, USA). This short gDNA library was sequenced using the MiniSeq 300-cycle mid-output kit (Illumina, San Diego, CA, USA). Paired-end reads obtained from MiniSeq were mapped onto the assembled genome from PacBio data using the breseq pipeline^35^ with default options. Predicted mutations were further validated by Sanger sequencing. All errors were listed in Table S5. The final versions of each contig were uploaded to GenBank (accession numbers: CP028943, CP028944, and CP028945). The re-sequenced genome was annotated using Rapid Annotations of Subsystem Technology^36^.

### RNA-Seq

For expression profiling, *Vibrio* sp. dhg was cultured in buffered minimal medium supplemented with alginate, mannitol, or glucose as a sole carbon source, and harvested at early exponential phase (OD_600_ = 0.6). Total RNA including small RNAs was extracted by treating the cells with RNAprotect Bacteria Reagent (Qiagen, Hilden, Germany) and using an RNeasy Plus Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. These samples were prepared in biological duplicates. The concentrations of total RNA were measured using a Thermo NanoDrop One spectrophotometer (Waltham, MA, USA) and the quality of the samples was assessed using a Bioanalyzer with the RNA 6000 Pico kit from Agilent Technologies (Santa Clara, CA, USA). Then, the ribosomal RNAs were removed from the total RNA using the Ribo-Zero rRNA Removal Kit for Gram-negative bacteria (Illumina, San Diego, USA). The quality of the rRNA-free samples was also checked using the Bioanalyzer with the RNA 6000 Pico kit. The strand-specific RNA-seq library was constructed using the KAPA Stranded RNA-Seq Library Preparation Kit for Illumina platforms according to the manufacturer’s instructions. The size distribution of the complementary DNA library was assessed using the Bioanalyzer with a High Sensitivity DNA kit from Agilent Technologies. The samples were sequenced using the MiniSeq 75-cycle High-output Kit (Illumina, San Diego, USA) according to the manufacturer’s instructions. The quality of the sequence reads obtained from RNA-seq was checked by FastQC^37^, and then aligned to the modified reference genome using bowtie2^38^. The Cufflink package (http://cufflinks.cbcb.umd.edu/)^39^ was run to obtain transcriptomic data.

### Consensus promoter sequence annotation

To identify consensus promoter sequences of endogenous genes, we piled up the mRNA fragments from RNA-Seq reads. The mapped reads were extended to the fragment length and accumulated. For mapping, we used bowtie2 with default parameters^38^. Regions containing transcription start sites were extracted from the pile-up distribution for each gene. We manually inspected the upstream sequences of ribosomal genes and identified the promoter sequences. All the inspected promoter sequences were then aligned by CLUSTALW and a sequence logo was generated using Web logo (https://weblogo.berkeley.edu/logo.cgi).

### Genetic engineering of *Vibrio* sp. dhg

Purified plasmids were transformed into *Vibrio* sp. dhg strain via a previously established electroporation method^10^. Briefly, a single colony was inoculated into 3 mL of LBv2 medium. When the medium became turbid, the culture was then transferred into 10 mL of fresh medium using a 1/100 dilution. When an OD_600_ of 0.6 was reached, the culture was incubated in an icebox for 10 min. Subsequently, a cell pellet was prepared by centrifugation at 13,000 × *g* for 1 min at 4 °C. This pellet was washed twice with electroporation buffer and resuspended to achieve an OD_600_ of 16. Then, more than 100 ng of plasmid DNA was added to 90 μL of cell suspension and 0.8 kV was applied for 2.5 ms using a micropulse-electroporator (Bio-Rad Laboratories, Richmond, CA, USA). The cells were recovered by addition of 1 mL of BHI recovery medium and incubated at 37 °C. Finally, the cells were spread on antibiotic-containing LBv2 agar plates. Plasmid introduction was confirmed by agarose gel or colony PCR using primers that specifically anneal to the plasmid DNA.

For genome engineering, we first made electro-competent cells using the cells expressing SXT recombinases (following the same protocol used for plasmid transformation). During sub-culture, 1 mM of IPTG was included. For allelic exchange, more than 10 μg of the dsDNA fragment was added to the cell suspension. The cells were recovered by incubating in BHI recovery medium for 3 h at 37 °C. Then, cells were spread on an agar plate containing 10 mg L^−1^ of chloramphenicol. The integrated selection marker was removed via the activity of FLP flippase^19^. The change of target locus was confirmed by colony PCR and Sanger sequencing.

### Fluorescence measurements

To measure the fluorescence of each strain, colonies were inoculated into 180 μL of buffered minimal medium containing 4 g L^−1^ of glucose using BioscreenC (Growth Curves, Helsinki, Finland). After two rounds of subculture, the fluorescences of 100-μL samples were analyzed using the VICTOR^3^ 1420 Multilabel Plate Reader (Perkin Elmer, MA, Waltham, USA). Specific fluorescence was calculated by dividing the fluorescence by the OD_600_. For inducible promoters, different concentrations of inducers were included at time zero (1 of mM IPTG, 100 μg L^−1^ of aTc, or 10 g L^−1^ of arabinose).

### Synthetic promoter strength prediction

To construct a predictive model from the synthetic promoters, we first converted the promoter sequences into a set of binary vectors. Each nucleotide was set as (1, 0, 0, 0), (0, 1, 0, 0), (0, 0, 1, 0), or (0, 0, 0, 1) for ‘A’, ‘C’, ‘G’, or ‘T’, respectively. Then, we used the Ridge regression model to determine the coefficients and predict promoter strengths. The Ridge regression model addresses the ordinary least squares problem to determine the coefficients that minimize a residual sum of squares and the size of coefficients as shown below:

1 $$\min \left( {||Xw - y||_2^2} + \alpha ||w||_2^2\right)$$

where *X* denotes the vector-transformed promoter sequences, *y* denotes the promoter strengths, and *w* is a coefficient vector. *α* is a complexity parameter that balances the weight of emphasis given to minimizing the residual sum of squares and minimizing the sum of the square of coefficients. We performed leave-one-out cross-validation (LOOCV) in order to estimate how accurately the predictive model performs in practice. For each synthetic promoter sequence, we made a predictive model with the other sequences as a training set (i.e., the target sequence was excluded). For the implementation, we used the linear_model module from the sklearn package of python.

### Biochemical production

Biochemical production (ethanol, 2,3-BDO, and lycopene) from mimetic sugar mixture was conducted using the buffered minimal medium, however, the concentration of NaCl was reduced to 10 g L^−1^. In the case of 2,3-BDO, an additional 5 g L^−1^ of yeast extract was included in the medium. The medium was supplemented with 30 g L^−1^ of an alginate-mannitol mixture (1:2 ratio) as carbon source. When 80 g L^−1^ of sugar was provided, 30 g L^−1^ and 20 g L^−1^ of the sugar mixture were additionally added at 6 h and 12 h. Cells were cultivated in either 50 mL (for ethanol production) or 25 mL (for 2,3-BDO and lycopene production) of medium in a 350-mL flask at 200 rpm.

For ethanol production from brown macroalgae, a powder of kelp (60 mesh) harvested in Korea was purchased from a local market. Its sugar composition was quantified using 10 g L^−1^ of the kelp solution with water. Culture was conducted in the bioreactor containing the 1 L buffered medium with 10 g L^−1^ of alginate and mannitol (1:2) as initial carbon sources. Especially, phosphate buffer concentration was adjusted to 20 mM and 5 g L^−1^ of yeast extract were additionally provided. Sterile air at 2 L min^−1^ was provided during initial 6 h. Then, the cells were cultured anaerobically and 20 g L^−1^ of the kelp powder was added with a 3 h interval. The culture was continuously stirred at 300 rpm.

### Metabolite quantification

Sugars and metabolites (including ethanol and 2,3-BDO) were quantified using the UltiMate^TM^ 3000 analytical high-performance liquid chromatography system (Dionex, Sunnyvale, CA, USA) equipped with an Aminex HPX-87H column (Bio-Rad Laboratories). As a mobile phase, we used 5 mM of sulfuric acid at a flow rate of 0.6 mL min^−1^ and 65 °C. The refractive index (RI) signal was monitored using a Shodex RI-101 detector (Shodex, Klokkerfaldet, Denmark).

Alginate was quantified using a modified version of a previously described method^40^. Briefly, 200 μL of the sample was mixed with 1 mL of 0.025 M sodium tetraborate·10 H_2_O in sulfuric acid. After cooling the mixture in an icebox, 40 μL of 0.125% carbazole in absolute ethanol was added and the mixture gently was shaken. The absorbance at 530 nm was measured using the Hidex Sense microplate reader. The samples were appropriately diluted to fall within a 0–2 g L^−1^ range and a standard curve was prepared with using various concentrations of alginate solution (0, 0.05, 0.2, 0.5, 1, and 2 g L^−1^).

To quantify lycopene production, lycopene from cell pellets was extracted by adding pure acetone. The absorbance of the samples was then measured at 475 nm^41^.

### Pathogenicity analysis

Potential pathogenicity of *Vibrio*. sp dhg was evaluated by searching known *Vibrio* toxins (Ace, CT, MARTX, TDH, TRH, VCC, and Zot) using the Basic Local Alignment Search Tool (BLAST, https://blast.ncbi.nlm.nih.gov/Blast.cgi?PROGRAM=tblastn)^10,42,43^. Amino acid sequence of the toxins and genome sequence of *Vibrio* sp. dhg were used as inputs.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Source Data

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The genome sequence of *Vibrio* sp. dhg has been uploaded to Genbank under accession number CP028943, CP028944, and CP028945. The transcriptomic data was deposited in Gene Expression Omnibus under accession number GSE119357. A reporting summary for this article is available as a Supplementary Information file. The source data underlying Figs. 1b–d, 2a–c are provided as a Source Data file. The other datasets generated and analyzed during the current study are available from the corresponding authors upon request.

# Supplementary material for: Vibrio sp. dhg as a platform for the biorefinery of brown macroalgae
**Source:** Nat Commun. 2019 Jun 6;10:2486. doi: 10.1038/s41467-019-10371-1
**Supplement:** Supplementary file 1 — Supplementary Information

***Vibrio* sp. dhg as a platform for the biorefinery of brown
macroalgae**

Lim *et al.*

Supplementary Note 1. Buffer and medium composition

Alginate minimal medium¹: 4 g L⁻¹ alginic acid sodium salt from brown algae (Sigma, A2033, CAS number 9005-38-3), 5 g L⁻¹ (NH₄)₂SO₄, 30 g L⁻¹ NaCl, 2 g L⁻¹ K₂HPO₄, 0.5 g L⁻¹ MgSO₄·7H₂O, and 2 mL L⁻¹ trace metal solution.

Buffered minimal medium: 4 g L⁻¹ carbon source, 5 g L⁻¹ (NH₄)₂SO₄, 30 g L⁻¹ NaCl, 10.7 g L⁻¹ K₂HPO₄, 5.2 g L⁻¹ KH₂PO₄, 0.5 g L⁻¹ MgSO₄·7H₂O, and 2 mL L⁻¹ trace metal solution.

M9 medium: 4 g L⁻¹ glucose, 12.8 g L⁻¹ Na₂HPO₄·7H₂O, 3 g L⁻¹ KH₂PO₄, 1 g L⁻¹ NH₄Cl, 0.5 g L⁻¹ NaCl, 0.5 g L⁻¹, 0.5 g L⁻¹ MgSO₄·7H₂O, 1 mM CaCl₂.

CG medium (modified from CGXII medium): 4 g L⁻¹ glucose, 5 g L⁻¹ (NH₄)₂SO₄, 5 g L⁻¹ Urea, 1 g L⁻¹ KH₂PO₄, 1 g L⁻¹ K₂HPO₄, 0.25 g L⁻¹ MgSO₄·7H₂O, 36 μM FeSO₄, 68 μM CaCl₂, 0.01 g L⁻¹ MnSO₄·H₂O, 3.48 μM ZnSO₄, 0.2 mg L⁻¹ CuSO₄·5H₂O, 0.084 μM NiCl₂, 1.9 mM protocatechuic acid, 0.2 mg L⁻¹ biotin, 2 mg L⁻¹ thiamine hydrochloride

SC medium: 4 g L⁻¹ glucose and 6.7 g L⁻¹ Yeast Nitrogen Base without amino acids (Sigma Y0626).

LB medium²: 10 g L⁻¹ tryptone, 5 g L⁻¹ yeast extract, and 10 g L⁻¹ NaCl.

LBv2 medium²: 10 g L⁻¹ tryptone, 5 g L⁻¹ yeast extract, 10 g L⁻¹ NaCl, and v2 salts.

BHI medium: 37 g L⁻¹ Brain Heart Infusion (BHI, BD).

BHIv2 medium²: 37 g L⁻¹ BHI and v2 salts.

YPD medium: 20 g L⁻¹ peptone and 10 g L⁻¹ yeast extract.

BHI recovery medium: 680 mM sucrose, 37 g L⁻¹ Brain Heart Infusion powder, and v2 salts.

v2 salts²: 11.92 g L⁻¹ NaCl, 0.3 g L⁻¹ KCl, and 2.2 g L⁻¹ MgCl₂.

Trace metal solution (ATCC MD-TMS): 0.5 g L⁻¹ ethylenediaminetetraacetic acid, 3.0 g L⁻¹ MgSO₄·7H₂O, 0.5 g L⁻¹ MnSO₄·H₂O, 1.0 g L⁻¹ NaCl, 0.1 g L⁻¹ FeSO₄·7H₂O, 0.1 g L⁻¹ Co(NO₃)₂·6H₂O, 0.1 g L⁻¹ CaCl₂ (anhydrous), 0.1 g L⁻¹ ZnSO₄·7H₂O, 0.01 g L⁻¹ CuSO₄·5H₂O, 0.01 g L⁻¹ AlK(SO₄)₂ (anhydrous), 0.01 g L⁻¹ H₃BO₃, 0.01 g L⁻¹ Na₂MoO₄·2H₂O, 0.001 g L⁻¹ Na₂SeO₃ (anhydrous), 0.01 g L⁻¹ Na₂WO₄·2H₂O, and 0.02 g L⁻¹ NiCl₂·6H₂O.

Electroporation buffer: 680 mM sucrose and 7 mM K₂HPO₄ (pH was adjusted by adding 5 M HCl).

pH of all media and a buffer was adjusted to 7. Agar plates were prepared by including 15 g L⁻¹ of agar into media.

Supplementary Note 2. Simultaneous assimilation of alginate and mannitol for efficient ethanol production

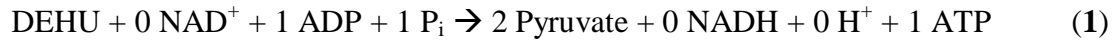If only DEHU is used, production of ethanol should be low due to the lack of reducing equivalent (NADH). Sacrifice of carbon in the citric acid cycle is needed to provide additional reducing equivalent. In case of mannitol assimilation, excess reducing equivalent is generated, hindering regeneration of NAD in oxygen-limited conditions. This redox imbalance also significantly reduces ethanol production by poor mannitol catabolism³.

When alginate and mannitol are used simultaneously in a 1:2 ratio, stoichiometric balance of the reducing cofactor is achieved. This enables efficient ethanol production without additional carbon loss.

Supplementary Note 3. Plasmid cloning procedures

Plasmids were prepared by conventional restriction enzyme methods, blunt-end ligation, or the Gibson assembly method⁴ using the NEBuilder^R HiFi DNA assembly cloning kit (NEB, Ipswich, USA). Coding sequences of *sgfp* and *tetR* were synthesized using the gBlock^R gene fragment synthesis service (Integrated DNA Technologies, Skokie, USA). Mach -T1^R was used as a cloning host.

To construct the pACYC_VP15_sgfp plasmid, the *sgfp* gene was amplified using the sgfp_VP15_F1, sgfp_VP15_F2, sgfp_VP15_F3, and sgfp_B primers with the synthesized *sgfp* coding sequence as a template. The amplified fragment was inserted into the *PstI-EcoRI* site of the pACYC_duet plasmid.

To prepare the pACYC_Plac_sgfp plasmid, the pACYC_VP15_sgfp plasmid was amplified using the sgfp_Plac_Ptac_F and sgfp_Plac_B primers. Then, the amplified fragment was self-circularized by blunt-end ligation. In the case of pACYC_Ptac_sgfp, the sgfp_Ptac_B primer was used instead of the sgfp_Plac_B primer.

For the construction of the pACYC_PT7_sgfp plasmid, the T7 RNAP gene was amplified from the genomic DNA of BL21(DE3) using the T7RNAP_Plac_F1, T7RNAP_Plac_F2, T7RNAP_Plac_B1, and T7RNAP_Plac_B2 primers. The vector fragment was amplified using the pACYC_T7_F and pACYC_T7_B primers with pACYC_duet as a template. These two fragments were assembled using Gibson assembly to yield the pACYC_PT7 plasmid. Subsequently, the *sgfp* gene was amplified with the sgfp_PT7_F1 and sgfp_PT7_F2, sgfp_PT7_B primers and the pACYC_VP15_sgfp plasmid inserted into the *EcoRI-XhoI* site of the pACYC_PT7 plasmid. It should be noted that the native *lacI* expression cassette from *E. coli* was used.

To construct the pACYC_Ptet_sgfp plasmid, pACYC_VP15_sgfp was amplified using the sgfp_Ptet_F and sgfp_Ptet_B primers and self-circularized by blunt-end ligation. Then, the *tetR* gene amplified with the tetR_VP13_F and tetR_VP13_B primers and the purchased *tetR* fragment were inserted into the *EcoRI-NcoI* site of the resulted plasmid. This *tetR* expression cassette contains a VP13 (P_{J23100}) promoter and a mid-low strength 5'-UTR (Supplementary Table 8).

The pACYC_Para_sgfp plasmid was constructed by combining the *araC*-P_{ara} fragment, amplified using the araC_Para_F and araC_Para_B primers with the pKD46 plasmid as a template, and the vector fragment, amplified using the pACYC_Para_vec_F and pACYC_Para_vec_R primers with pACYC_VP15_sgfp as a template. The used *araC*-P_{ara} fragment in the pKD46 plasmid was originated from *E. coli* strain.

Synthetic promoter library plasmids were prepared by self-circularization of an amplified PCR product using sgfp_prom_lib_F and sgfp_prom_lib_B primers with pACYC_VP15_sgfp as a template. 5'-UTR library plasmids were constructed using sgfp_utr_lib_F and sgfp_utr_lib_B primers.

The pACYA plasmid was assembled by combining a vector fragment amplified from pACYC_Duet using the pACYC_vec_F and pACYC_vec_B primers, with a *bla* gene fragment amplified from the pUC19 plasmid using the primers Amp_F and Amp_B.

For the pACYA_SXT plasmid, the genes for Red recombination were initially cloned into the pACYCA plasmid to yield the pACYCA_Red plasmid. More specifically, the vector fragment was amplified from the pACYCA plasmid using primers pACYA_vec_F and B and the Red gene fragment was amplified using the primers Red_F and B with the pKD46 as a template. These two fragments were assembled together. Subsequently, the original *exo* and *beta* genes in the pACYA_red plasmid were replaced by the genes encoding SXT

recombinase to yield the pACYA_SXT plasmid. For this modification, two fragments – a vector fragment amplified from the pACYCA_red plasmid using primers pACYC_SXT_F and B and an SXT gene fragment amplified from purified genomic DNA of VDHG using the primers SXT_F and B were assembled together.

To construct the pRSF_FLP plasmid for expression of FLP flippase from *S. cerevisiae*⁵, the *flp* gene was amplified using FLP_F1, FLP_F2, and FLP_B primers with pCP20 as a template. Next, the amplified fragment was inserted into the *SacI* and *NotI* sites in the pRSFduet plasmid.

The plasmids for gene deletion (pCDF-dns, pCDF-ldhA, pCDF-frd, pCDF-pflB, and pCDF-orf) were prepared by Gibson assembly in which the *cat* gene fragment was flanked by the homology arms of each corresponding target sequence. Vector fragments were amplified by using the Gibson_[gene name]_1F and Gibson_[gene name]_1B primers with the pCDF_duet plasmid as the template. Upper and lower homology sequences were amplified from purified *Vibrio* sp. dhg genomic DNA using the Gibson_[gene name]_2F, Gibson_[gene name]_2B, Gibson_[gene name]_4F, and Gibson_[gene name]_4B primers. The *cat* gene was amplified by using the primers Gibson_[gene name]_3F and Gibson_[gene name]_3B with FRT72_cat or FRTwt_cat as the template.

For ethanol production, the pACYC_EtOH plasmid was constructed by assembling together *pdg*, *aldB*, and vector fragments. The *pdg* and *aldB* fragments were amplified using the Pdc_F1, Pdc_F2, Pdc_B, AldB_F1, AldB_F2, and AldB_B primers and gDNA from *Zymomonas mobilis*. The vector fragment was amplified using the pACYC_EtOH_F and pACYC_EtOH_B primers with the pACYC_Duet plasmid as a template.

The pACYC_BDO plasmid was constructed to overexpress the *budABC* operon from *Enterobacter aerogenes* for 2,3-BDO production. Initially, the *budABC* operon was amplified

from the pZSbudABC plasmid using the primers Bud_F1, Bud_F2, and Bud_B. Then, this fragment was assembled with a vector fragment amplified from pACYC_Duet using the pACYC_BDO_F and pACYC_BDO_B primers.

Lycopene plasmids (pACYC_Lyc, pACYC_Lyc2, and pACYC_Lyc3) were prepared by restriction enzyme digestion. Specifically, to obtain the pACYC_Lyc plasmid, the *crtEBI* cassette of the pCDF_idi_ispA_crtEBI plasmid was inserted into *NcoI-HindIII* cloning site of pACYC_duet. For the construction of the pACYC_lyc2 plasmid, expression cassettes of the *idi*, *ispA*, and *crtEBI* genes were inserted into the *NcoI-MfeI* cloning site of pACYC_duet. The expression cassette for *dxs* (from pACYC_dxs) was inserted into the *KpnI-PacI* cloning site of the pACYC_lyc2 plasmid to obtain the pACYC_lyc3 plasmid.

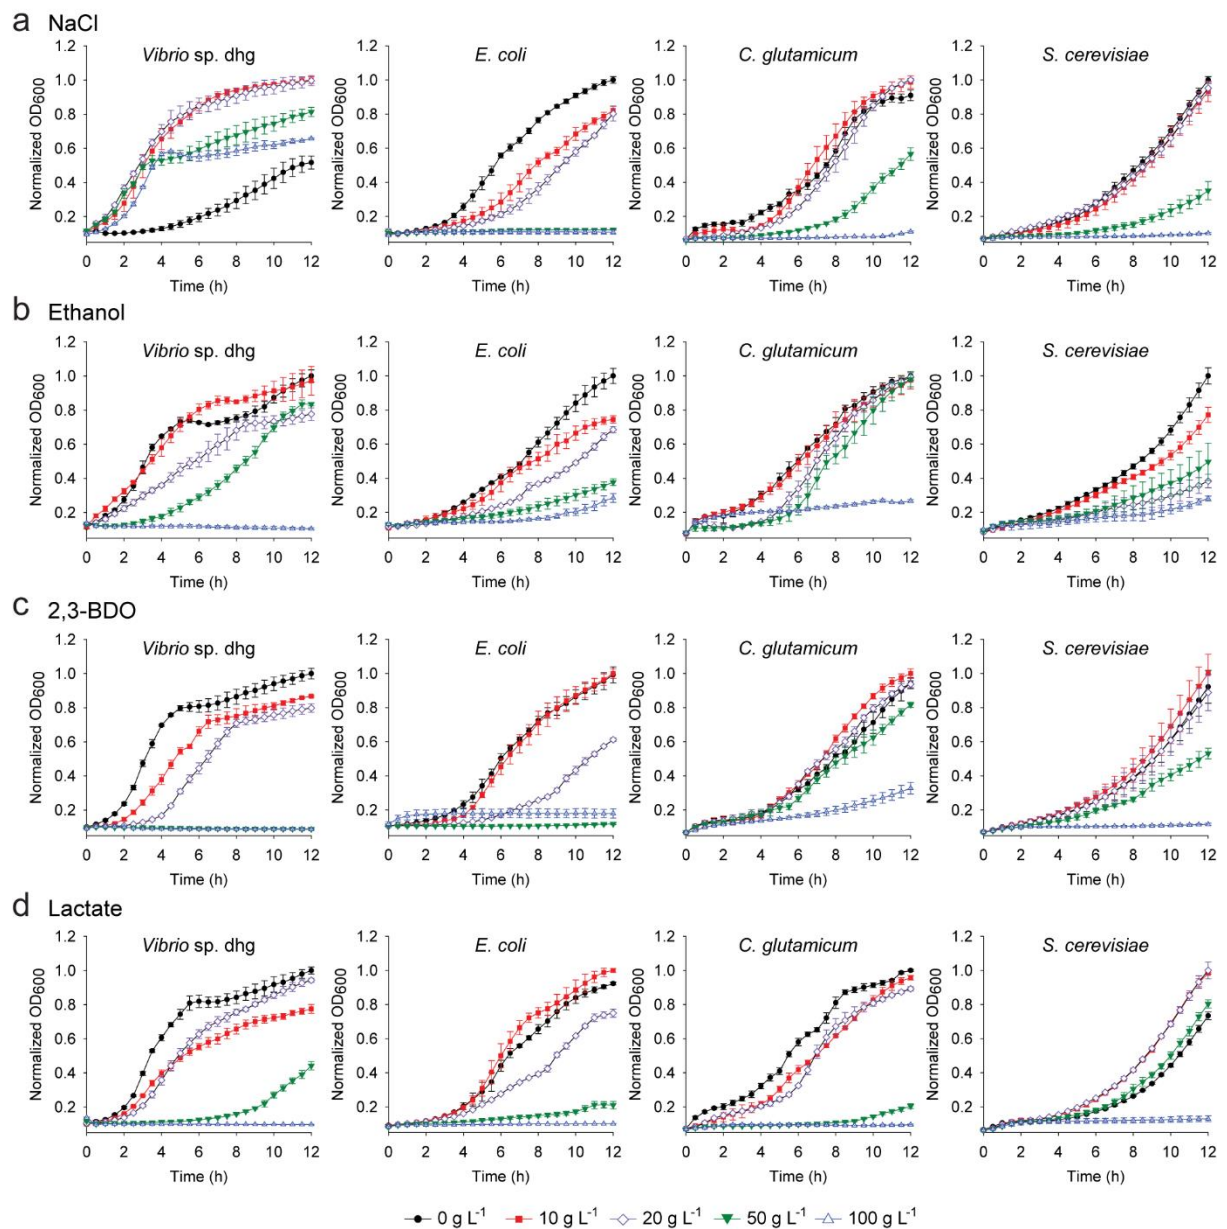

Supplementary Figure 1. Tolerance comparison of *Vibrio sp. dhg* with other microbial hosts

Growth curves of *Vibrio sp. dhg*, *E. coli*, *C. glutamicum*, and *S. cerevisiae* under presence of different concentrations of **a**, NaCl, **b**, ethanol, **c**, 2,3-BDO, **d**, lactate (neutralized to pH 7) in the medium. Cells were grown in 100 μ L medium contained in microtiter plate wells at 30 $^{\circ}$ C (37 $^{\circ}$ C for *E. coli*). OD₆₀₀ was periodically measured by the plate reader and normalized by the maximum value of each experiment. Symbols: closed black circle, 0 g L⁻¹; closed red

square, 10 g L⁻¹; open purple diamond, 20 g L⁻¹; closed green downward triangle, 50 g L⁻¹; open blue upward triangle, 100 g L⁻¹. Error bar indicates the standard deviations of three independent cultures ($n=3$).

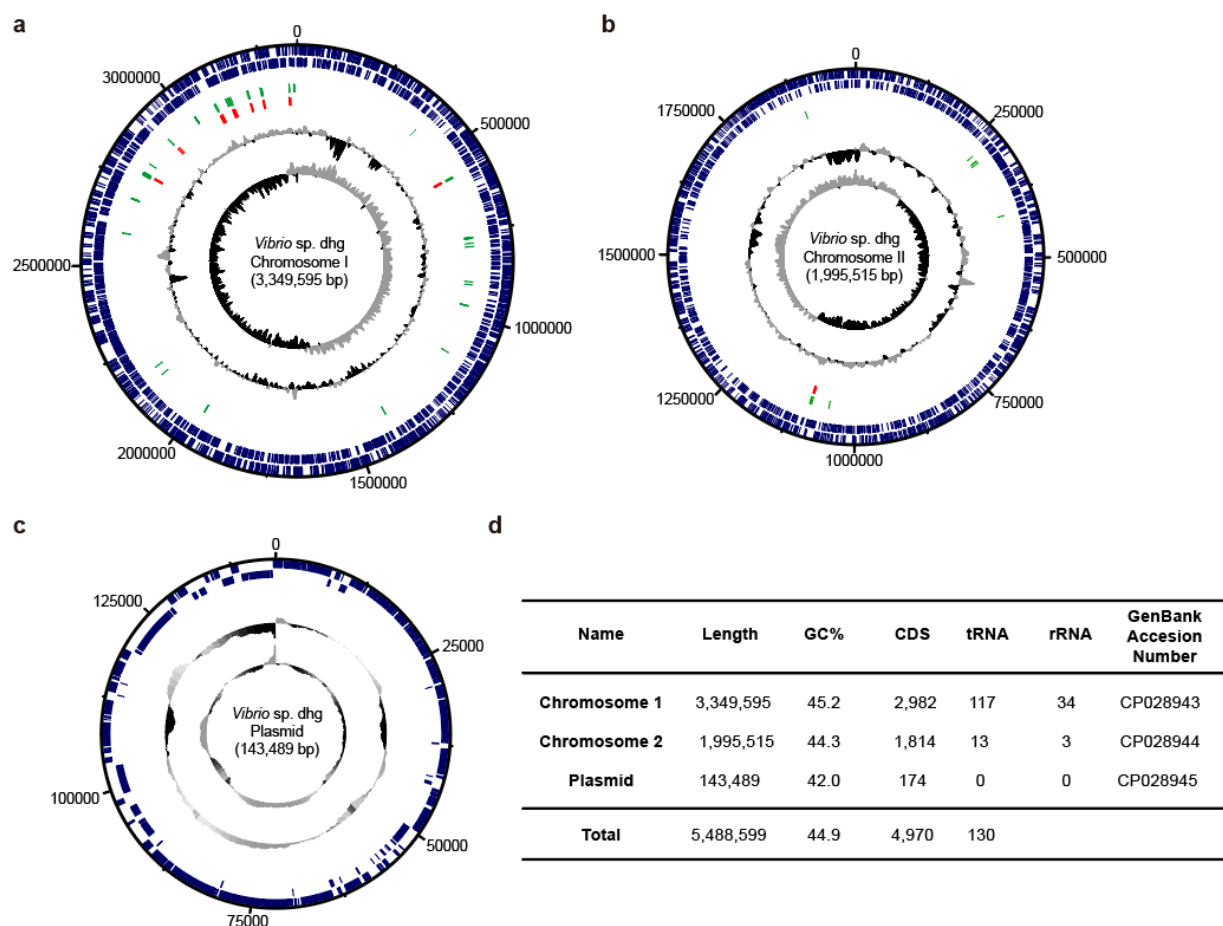

Supplementary Figure 2. Genome information of *Vibrio* sp. dhg

a-c, Circular maps of **a**, chromosome 1, **b**, chromosome 2, and **c**, plasmid. Starting from the outer circle, the forward coding sequence (dark blue), reverse coding sequence (dark blue), tRNA (green), rRNA (red), GC plot (black: below average, grey: above average), and GC skew (black: below average, grey: above average) are depicted. The images were drawn using DNAPlotter (<https://www.sanger.ac.uk/science/tools/dnaplotter>)⁶. **d**, Annotated genome information, analysed by Rapid Annotations using the Subsystems Technology (RAST) server⁷.

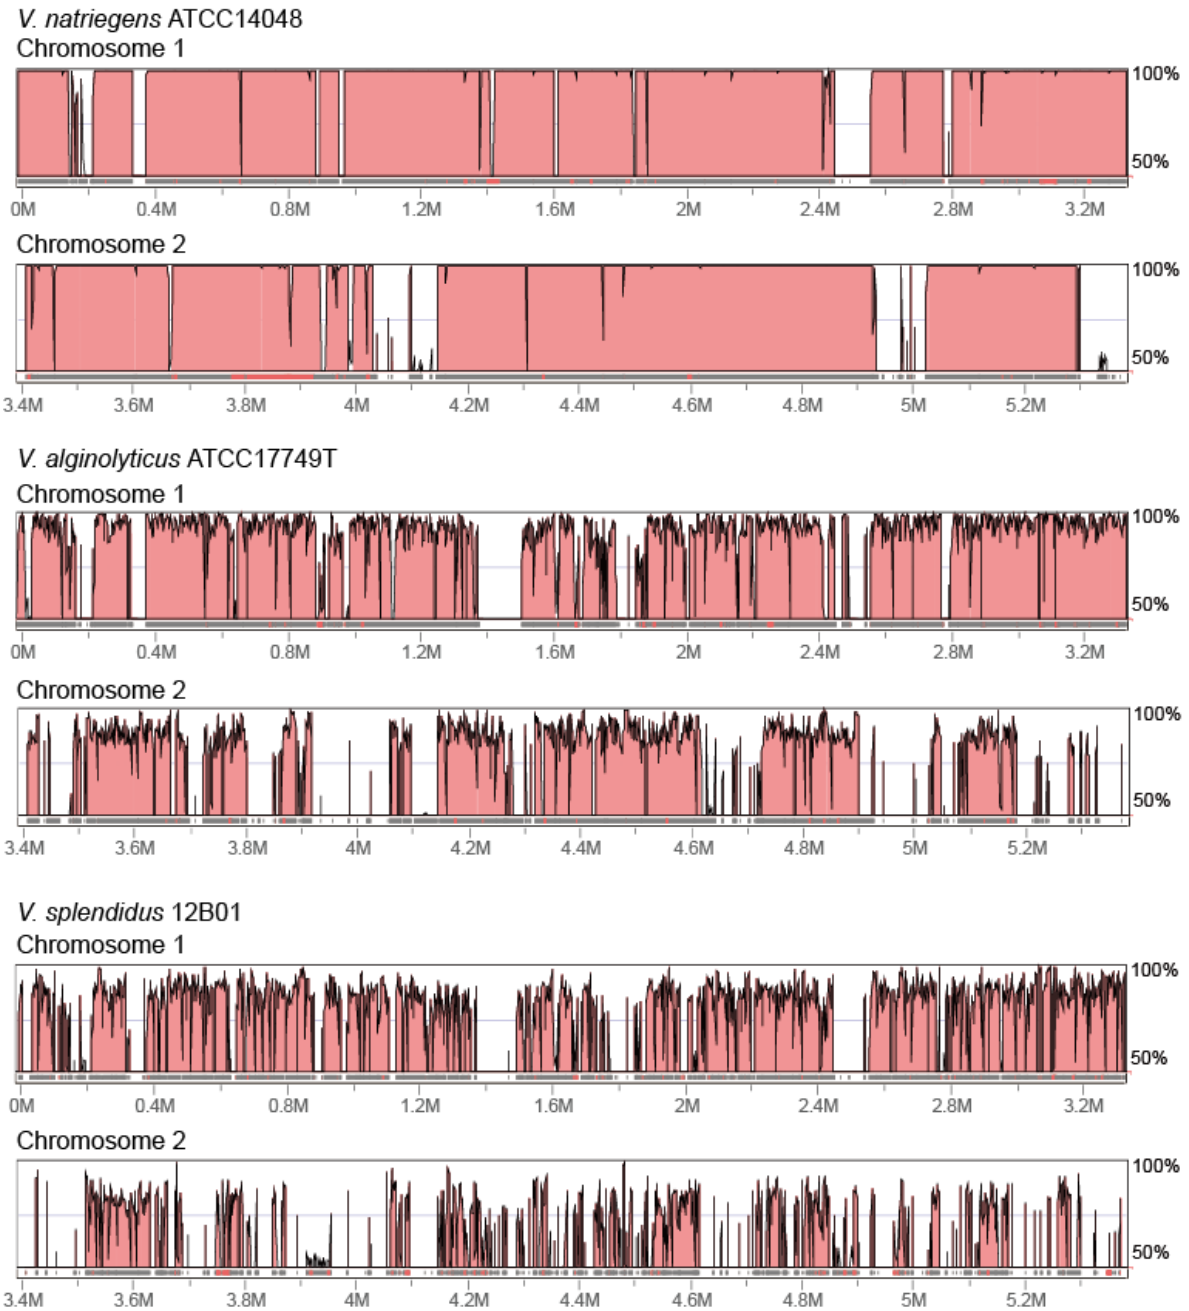

Supplementary Figure 3. Comparative genome analysis with other *Vibrio* strains

The chromosomal sequence of *Vibrio* sp. dhg was compared with the genome of *V. natriegens* (accession number: [CP016345](#) and [CP016346](#)), *V. alginolyticus* ATCC17749T (accession number: [CP006718](#) and [CP006719](#))⁸ and *V. splendidus* 12B01 (accession number: [NZ_AAMR000000000](#)) using wgVISTA (<http://genome.lbl.gov/cgi-bin/WGVistaInput>)^{9,10} with default parameters. For *V. natriegens*, the average similarity of the aligned sequence was

98%. As the full genome sequence of *V. splendidus* 12B01 was unavailable, its partial genome sequence was used for comparison. The graph indicates conserved regions with their level of similarity.

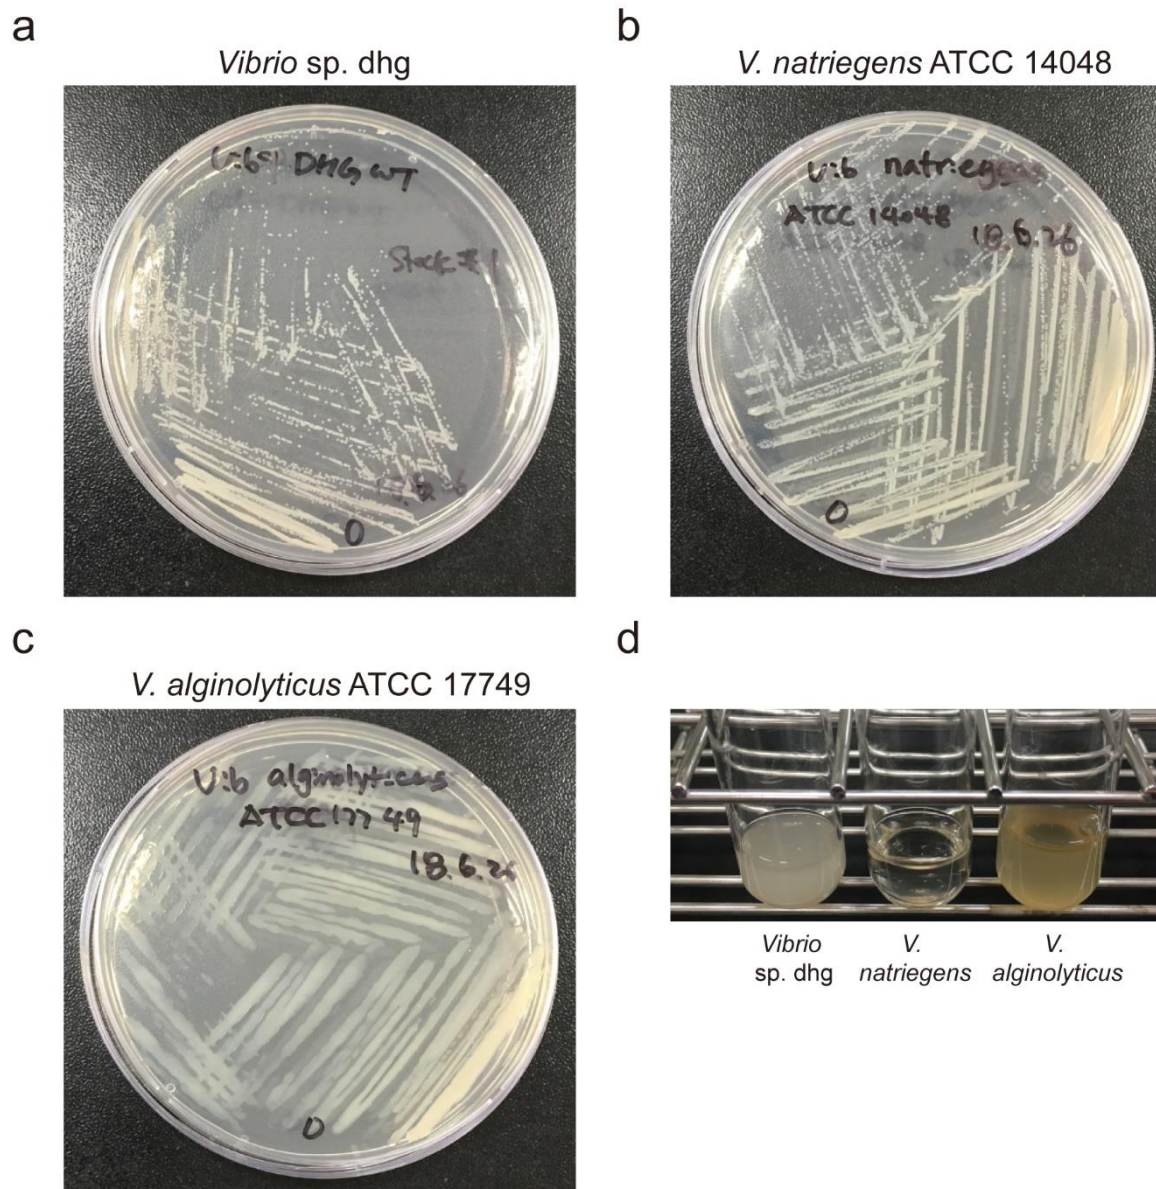

Supplementary Figure 4. Phenotypic comparison between *Vibrio* species

Colony formation on agar plates of **a**, *Vibrio* sp. dhg, **b**, *V. natriegens* ATCC14048 and **c**, *V. alginolyticus* ATCC17749. While both *Vibrio* sp. dhg and *V. natriegens* formed circular, convex colonies, *V. alginolyticus* formed irregular, flat colonies. **d**, Overnight cultures of the three strains in 3 mL of alginate minimal medium. *Vibrio* sp. dhg showed a superior ability to use alginate as the sole carbon source.

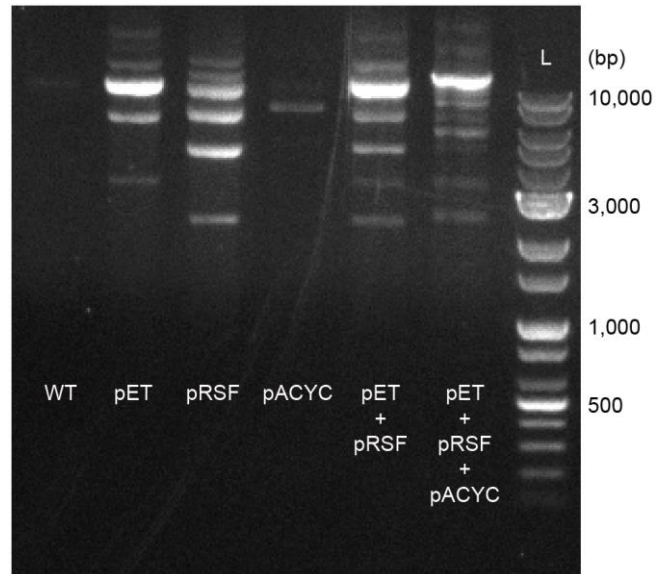

Supplementary Figure 5. Multiple plasmid maintenance in *Vibrio* sp. dhg

After extracting the plasmids (pET_duet, pRSF_duet, and pACYC_duet) from cells growing on antibiotic-containing 5-mL LB medium at 30 °C, 5 μ L of the sample was run on a 1% agarose gel. Each plasmid showed different band intensities and different migration patterns. Antibiotic concentration: 100 μ g mL⁻¹ for ampicillin, 100 μ g mL⁻¹ for kanamycin and 10 μ g mL⁻¹ for chloramphenicol.

Score	Expect	Method	Identities	Positives	Gaps
926 bits(2393)	0.0	Compositional matrix adjust.	482/623(77%)	535/623(85%)	10/623(1%)
Query 1	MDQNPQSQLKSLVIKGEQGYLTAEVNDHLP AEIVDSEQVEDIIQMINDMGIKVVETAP	60			
Sbjct 1	M+QNPQSQLK LV +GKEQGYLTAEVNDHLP +IVDS+Q+EDIIQMINDMGI+V+E AP	60			
	MEQNPQSQLKLLVTRGKEQGYLTAEVNDHLPEDIVDSDQIEDIIQMINDMGIOVMEEAP				
	Region 1.2				
Query 61	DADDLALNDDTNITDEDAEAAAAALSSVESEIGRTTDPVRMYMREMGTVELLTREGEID	120			
Sbjct 61	DADDL L ++T DEDAAEAAA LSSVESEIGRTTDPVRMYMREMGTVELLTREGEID	118			
	DADDLMLAENT--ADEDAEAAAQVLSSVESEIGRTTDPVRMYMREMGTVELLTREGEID				
Query 121	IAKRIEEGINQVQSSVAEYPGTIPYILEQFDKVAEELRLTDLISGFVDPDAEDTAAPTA	180			
Sbjct 119	IAKRIE+GINQVQ SVAEYP I Y+LEQ+D+V+AEE RL+DLI+GFVDP+AE+ APTA	178			
	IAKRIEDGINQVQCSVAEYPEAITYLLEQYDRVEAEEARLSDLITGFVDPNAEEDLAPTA				
Query 181	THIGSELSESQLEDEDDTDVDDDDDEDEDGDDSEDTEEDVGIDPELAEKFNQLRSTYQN	240			
Sbjct 179	TH+GSELS+ L+D++D D +D D+D DD+S IDPELA EKF +LR+ Y	230			
	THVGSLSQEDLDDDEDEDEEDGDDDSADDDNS-----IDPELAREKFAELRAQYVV				
Query 241	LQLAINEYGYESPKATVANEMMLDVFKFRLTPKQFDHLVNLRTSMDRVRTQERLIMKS	300			
Sbjct 231	+ I G A + +VFK+FRL PKQFD+LVN +R MDRVRTQERLIMK	290			
	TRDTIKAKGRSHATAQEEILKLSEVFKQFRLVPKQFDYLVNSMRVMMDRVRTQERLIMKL				
Query 301	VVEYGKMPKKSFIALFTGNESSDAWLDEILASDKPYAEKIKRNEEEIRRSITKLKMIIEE	360			
Sbjct 291	VE KMPKK+FI LFTGNE+SD W + +A +KP++EK+ EE+ R++ KL+ IIEE	350			
	CVEQCKMPKKNFITLFTGNETSDWFNAAIAMNKPWSEKLHDVSEEVHRLAQKLOQIEE				
	Region 2.1 Region 2.2				
Query 361	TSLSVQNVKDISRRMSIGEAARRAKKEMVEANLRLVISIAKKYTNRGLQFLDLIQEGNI	420			
Sbjct 351	T L+++ VKDI+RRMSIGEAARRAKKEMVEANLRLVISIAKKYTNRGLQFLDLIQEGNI	410			
	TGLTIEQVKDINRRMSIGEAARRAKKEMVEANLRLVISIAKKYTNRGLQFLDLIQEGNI				
	Region 2.3 Region 2.4				
Query 421	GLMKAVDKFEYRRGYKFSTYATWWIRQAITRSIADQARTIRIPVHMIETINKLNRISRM	480			
Sbjct 411	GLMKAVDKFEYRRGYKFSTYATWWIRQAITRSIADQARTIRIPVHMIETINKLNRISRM	470			
	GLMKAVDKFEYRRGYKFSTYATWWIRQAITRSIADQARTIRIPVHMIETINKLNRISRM				
	Region 3.1 Region 3.2				
Query 481	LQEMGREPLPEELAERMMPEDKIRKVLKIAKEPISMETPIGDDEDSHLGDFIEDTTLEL	540			
Sbjct 471	LQEMGREP PEELAERM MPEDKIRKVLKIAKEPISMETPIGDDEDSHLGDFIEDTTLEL	530			
	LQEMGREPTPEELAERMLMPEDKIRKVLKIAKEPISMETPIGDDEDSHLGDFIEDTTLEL				
	Region 4.1 Region 4.2				
Query 541	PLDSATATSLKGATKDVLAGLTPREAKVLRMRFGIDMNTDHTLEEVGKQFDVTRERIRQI	600			
Sbjct 531	PLDSAT SL+ AT DVLAGLT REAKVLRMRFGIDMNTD+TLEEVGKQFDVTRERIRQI	590			
	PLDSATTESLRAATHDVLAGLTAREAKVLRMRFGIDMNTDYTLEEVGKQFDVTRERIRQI				
Query 601	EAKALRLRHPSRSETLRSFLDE 623 (<i>Vibrio</i> sp. dhg)				
Sbjct 591	EAKALRLRHPSRSE LRSFLD+ 613 (<i>E. coli</i>)				
	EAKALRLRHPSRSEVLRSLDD				

Supplementary Figure 6. Sequence alignment of sigma factor 70 from *Vibrio* sp. dhg and *E. coli*

Query sequence and subject sequence are the amino acid sequences of *Vibrio* sp. dhg σ_{70} (623 amino acids) and *E. coli* σ_{70} (613 amino acids), respectively. It is known that region 2.4 and 4.2 of *E. coli* σ_{70} contacts the -10 and -35 boxes of the promoter^{11,12}. BLAST (<https://blast.ncbi.nlm.nih.gov/Blast.cgi>) was used for the sequence alignment (max score, 926; total score, 926; query cover, 100%; E-value, 0.0; percentage identity, 77.37%).

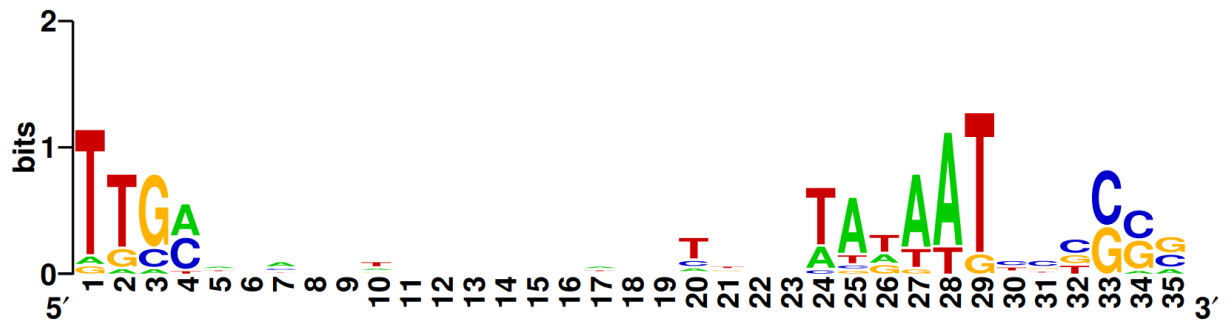

Supplementary Figure 7. Consensus promoter sequence of the ribosomal genes in *Vibrio* sp. dhg

A total of 15 promoter sequences were used to generate the consensus promoter sequence.

This image was generated using Weblogo (<https://weblogo.berkeley.edu/logo.cgi>).

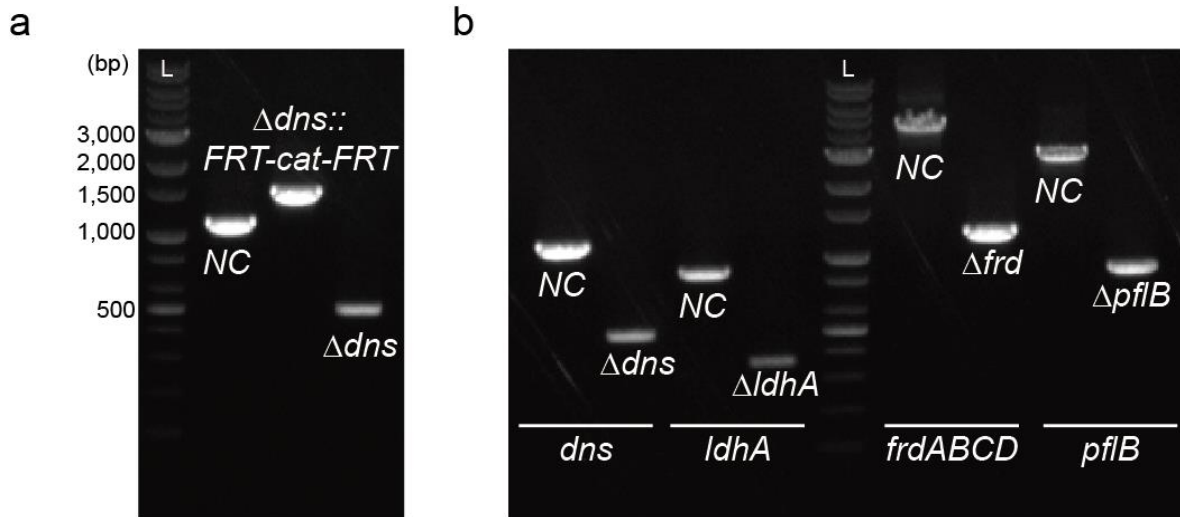

Supplementary Figure 8. Agarose gel electrophoresis to confirm genome editing

a, Deletion of the *dns* gene by insertion of the FRT-*cat*-FRT fragment. Lane 1: ladder; lane 2: negative control (1,118 bp); lane 3: after allelic exchange at the *dns* locus (1,512 bp); lane 4: after FLP flippase expression (494 bp). **b**, lane 1 and 2, deletion of *dns* (1,118 bp to 494 bp); lane 3 and 4, deletion of *ldhA* (870 bp to 362 bp); lane 5: ladder; lane 6 and 7, deletion of *frdABCD* (4,149 bp to 1,224 bp); and lane 8 and 9, deletion of *pflB* (2,801 bp to 839 bp). The same ladder was used for both gel electrophoresis experiments.

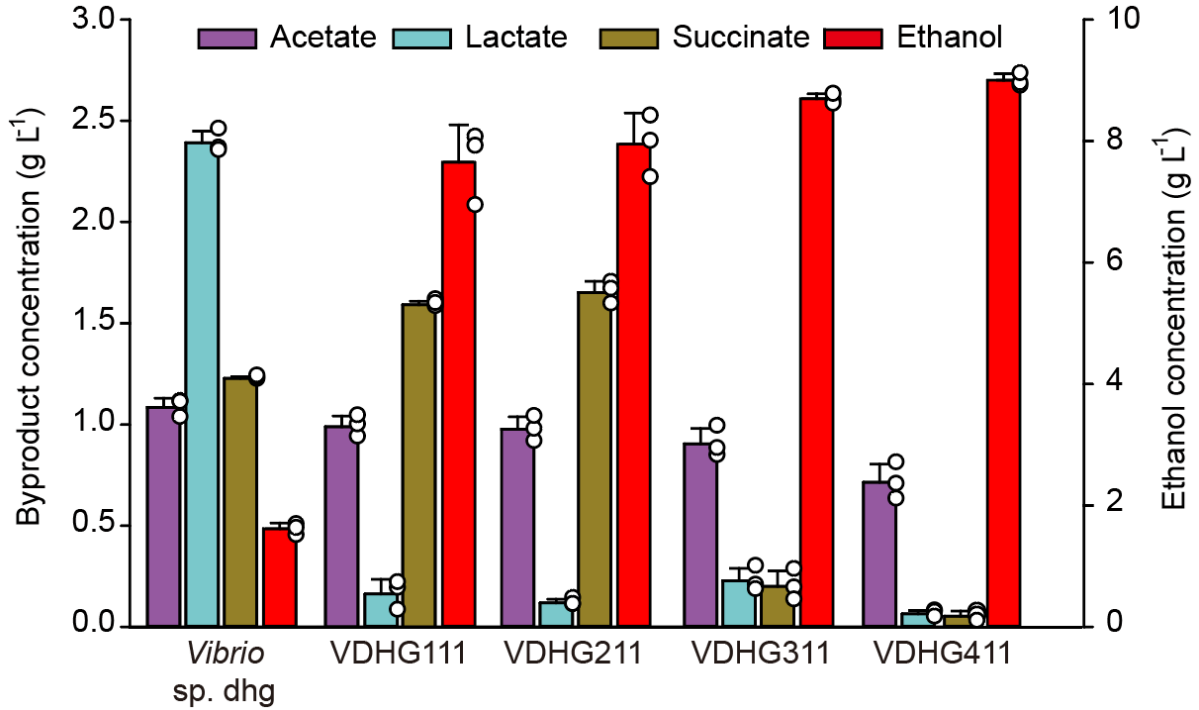

Supplementary Figure 9. Improved ethanol production in *Vibrio* sp. dhg via genome editing

The ethanol-producing *Vibrio* sp. dhg strains were cultivated in medium supplemented with 30 g L⁻¹ of brown macroalgae sugar mixture (1:2 ratio of alginate to mannitol) during 12 h. Genotypes: *Vibrio* sp. dhg, the original isolated *Vibrio* sp. dhg; VDHG111, *Vibrio* sp. dhg Δ *dns* with pACYC_EtOH; VDHG211, *Vibrio* sp. dhg Δ *dns* Δ *ldhA* with pACYC_EtOH; VDHG311, *Vibrio* sp. dhg Δ *dns* Δ *ldhA* Δ *frdABCD* with pACYC_EtOH, VDHG411, *Vibrio* sp. dhg Δ *dns* Δ *ldhA* Δ *frdABCD* Δ *pflB* with pACYC_EtOH. Bars indicate metabolite concentrations (acetate, lactate, succinate, and ethanol). Error bar indicates the standard deviations of three independent cultures ($n=3$). Dot indicates actual data point.

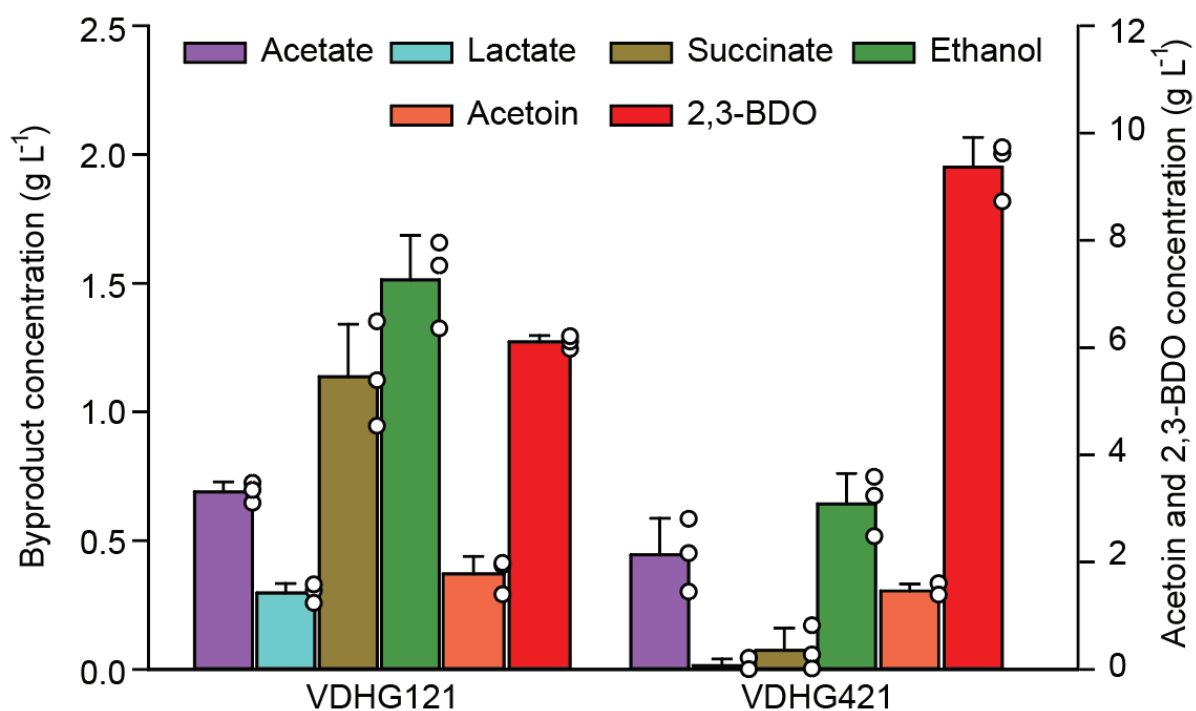

Supplementary Figure 10. Improved 2,3-BDO production in *Vibrio* sp. dhg via genome editing

The 2,3-BDO-producing *Vibrio* sp. dhg strains were cultivated in medium supplemented with 30 g L⁻¹ of brown macroalgae sugar mixture (1:2 ratio of alginate to mannitol) during 9 h. Genotypes: VDHG121, *Vibrio* sp. dhg Δdns with pACYC_BDO; VDHG421, *Vibrio* sp. dhg $\Delta dns \Delta ldhA \Delta frdABCD \Delta pflB$ with pACYC_BDO. Bars indicate metabolite concentrations (acetate, lactate, succinate, ethanol, acetoin, and 2,3-BDO). Error bar indicates the standard deviations of three independent cultures ($n=3$). Dot indicates actual data point.

a

Vibrio sp. dhg chromosome 1, complete sequence

Sequence ID: [CP028943.1](#) Length: 3349595 Number of Matches: 2

Range 1: 1629249 to 1630214 [GenBank](#) [Graphics](#) [Next Match](#) [Previous Match](#)

Score	Expect	Method	Identities	Positives	Gaps	Frame
74.7 bits(182)	6e-15	Compositional matrix adjust.	81/340(24%)	130/340(38%)	71/340(20%)	+3
Query 1	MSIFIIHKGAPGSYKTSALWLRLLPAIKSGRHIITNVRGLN-LERMAKYLKMDV-SDISI				58	
Sbjct 1629249	M+I I G GSYK++ A W +LPA+K+GR ++TN G+ LE + + L + S +				1629428	
Query 59	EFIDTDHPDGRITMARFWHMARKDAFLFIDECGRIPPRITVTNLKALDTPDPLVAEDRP				118	
Sbjct 1629429	I + G F+ W +A + IDEC I+ + K P D + P				1629608	
Query 119	ESFEVAFD-----MHRHHGWDICL				137	
Sbjct 1629609	++ FD HR + WDI L				1629788	
Query 138	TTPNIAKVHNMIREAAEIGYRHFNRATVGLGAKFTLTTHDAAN-----SGQMDSHALTR				191	
Sbjct 1629789	+P+ ++ + I+ AE + H NR + N + D++ T				1629965	
Query 192	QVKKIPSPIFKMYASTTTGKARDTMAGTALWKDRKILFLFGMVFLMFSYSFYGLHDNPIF				251	
Sbjct 1629966	KK+P +Y ST TG A + L++ K F +FLM + Y ++				1630115	
Query 252	TGGNDATIESEQS----EPOKATVGNVAVGSKAVAPASFG				287	(<i>V. cholerae</i>)
Sbjct 1630116	G D +E E EPO++ + + V P+ G				1630214	(<i>Vibrio sp. dhg</i>)

Range 2: 1307079 to 1307162 [GenBank](#) [Graphics](#) [Next Match](#) [Previous Match](#) [First Match](#)

Score	Expect	Method	Identities	Positives	Gaps	Frame
29.3 bits(64)	0.85	Compositional matrix adjust.	10/28(36%)	15/28(53%)	0/28(0%)	+3
Query 358	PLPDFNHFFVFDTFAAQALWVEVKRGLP		385			(<i>V. cholerae</i>)
Sbjct 1307079	P+P F+H +VF F W + G+P		1307162			(<i>Vibrio sp. dhg</i>)

b

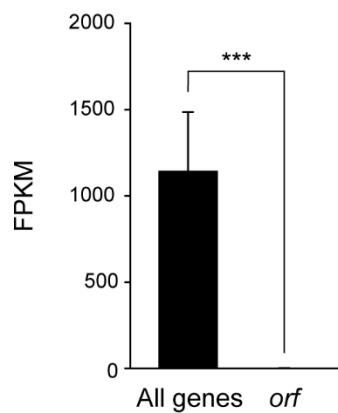

c

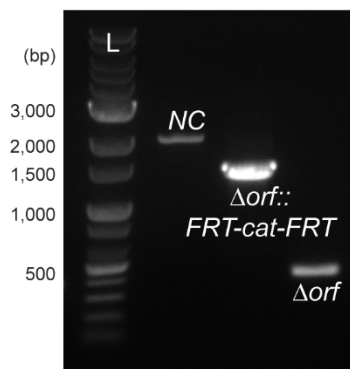

d

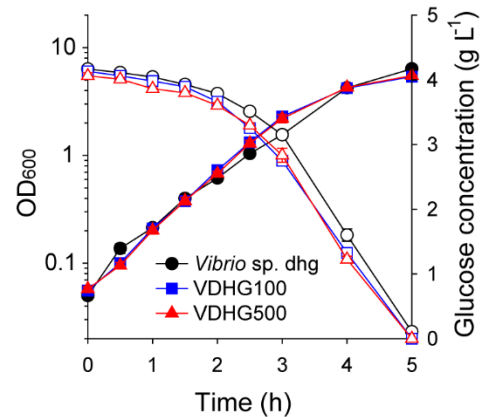

Supplementary Figure 11. Potential pathogenicity analysis of *Vibrio sp. dhg*

a, Sequence alignment of Zot protein (399 amino acids) from *V. cholerae* and one open reading frame (ORF, 478 amino acids) from *Vibrio sp. dhg*. Query sequence and subject sequence are the amino acid sequences from *V. cholerae* and *Vibrio sp. dhg*, respectively.

BLAST (<https://blast.ncbi.nlm.nih.gov/Blast.cgi>) was used for the sequence alignment (max score, 74.7; total score, 103; query cover, 78%; E-value, 6e-15; percentage identity, 23.82%).

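Averaged over all annotated genes, the FPKM was 1041 and 919 in the glucose libraries, 1570 and 1370 in the alginate libraries and 709 and 1382 in the mannitol libraries. The mean of these 6 values was 1165 ± 328 (SD, n = 6). The median gene lay far lower, between 68.7 FPKM in mannitol replicate 1 and 114 FPKM in glucose replicate 2. The 10 most abundant genes of each library made up between 12.6% and 48.0% of its summed FPKM. With genes of at least 300 bp only, the mean over the libraries was 527 FPKM, with 538 and 542 FPKM in the mannitol libraries. With FPKM relative to the fragments of all 3 replicons it was 417 FPKM.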

b, Comparison of fragments per kilobase per million (FPKM) values for all genes and the ORF gene. *** indicates $p < 0.001$ (two-sided t -test) **c**, agarose gel electrophoresis to confirm deletion of the ORF. Lane 1: Ladder; lane 2: negative control (1,977 bp); lane 3: after allelic exchange (1,412 bp); lane 4: after FLP flippase expression (394 bp). **d**, Comparison of the growth and the glucose consumption of *Vibrio* sp. dhg strain, the VDHG100 (Δdns) strain (a parental strain for deletion), and the VDHG500 strain ($\Delta dns \Delta orf$). Closed symbols indicate OD₆₀₀ and open symbols indicate glucose concentration for each strain. Black circle, *Vibrio* sp. dhg; blue square, the VDHG100 strain; red triangle, the VDHG500 strain. Error bar indicates the standard deviations of three independent cultures ($n=3$).

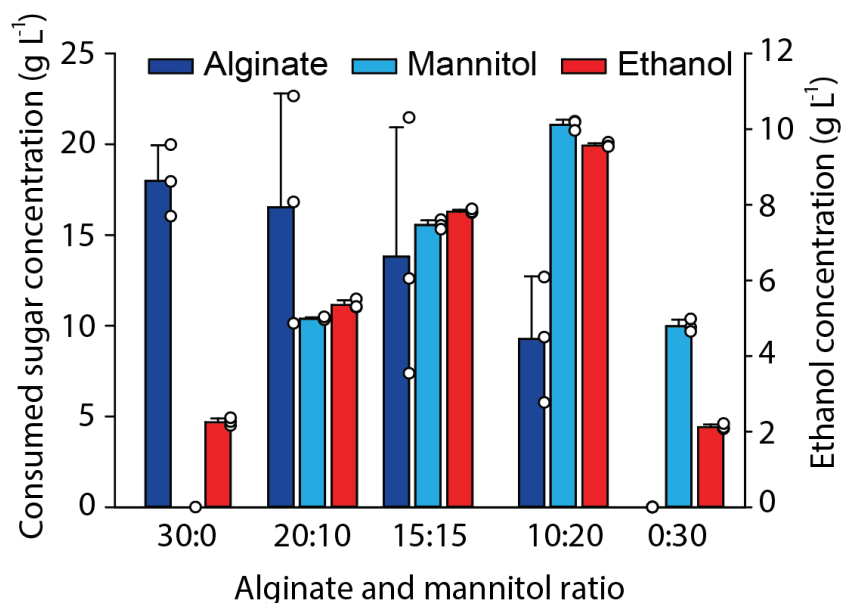

Supplementary Figure 12. Effect of sugar compositions to ethanol production

Amounts of consumed sugars and produced ethanol by the VDHG411 strain (*Vibrio* sp. dhg Δdns $\Delta ldhA$ $\Delta frdABCD$ $\Delta pflB$ with pACYC_EtOH) with different sugar mixtures after 12 h. For the 30:0 experiment, only 20 g L⁻¹ of alginate was supplied until 12 h due to 6-h interval in alginate feeding. Left two bars of each group indicate consumed alginate and mannitol concentration (g L⁻¹). Right bar indicates ethanol concentration (g L⁻¹). Error bar indicates the standard deviations of three independent cultures ($n=3$). Dot indicates actual data point.

Supplementary Table 1. Codon usage of *Vibrio* sp. dhg

Amino acid	Codon	RSCU ^a	Amino acid	Codon	RSCU ^a	Amino acid	Codon	RSCU ^a
Ala	GCU	0.900	Gly	GGU	1.000	Ser	UCU	1.000
Ala	GCC	0.543	Gly	GGC	0.707	Ser	UCC	0.335
Ala	GCA	1.000	Gly	GGA	0.273	Ser	UCA	0.827
Ala	GCG	0.926	Gly	GGG	0.217	Ser	UCG	0.522
Arg	CGU	1.000	Ile	AUU	1.000	Ser	AGU	0.784
Arg	CGC	0.630	Ile	AUC	0.847	Ser	AGC	0.811
Arg	CGA	0.355	Ile	AUA	0.222	Thr	ACU	0.967
Arg	CGG	0.087	Leu	UUA	0.898	Thr	ACC	1.000
Arg	AGA	0.246	Leu	UUG	0.832	Thr	ACA	0.832
Arg	AGG	0.078	Leu	CUU	0.825	Thr	ACG	0.841
Asn	AAU	0.800	Leu	CUC	0.409	Trp	UGG	1.000
Asn	AAC	1.000	Leu	CUA	0.597	Tyr	UAU	0.809
Asp	GAU	1.000	Leu	CUG	1.000	Tyr	UAC	1.000
Asp	GAC	0.644	Lys	AAA	1.000	Val	GUU	1.000
His	CAU	1.000	Lys	AAG	0.465	Val	GUC	0.549
His	CAC	0.974	Met	AUG	1.000	Val	GUA	0.654
Cys	UGU	1.000	Phe	UUU	1.000	Val	GUG	0.741
Cys	UGC	0.514	Phe	UUC	0.689	Stop	UAA	1.000
Gln	CAA	1.000	Pro	CCU	0.802	Stop	UAG	0.313
Gln	CAG	0.682	Pro	CCC	0.192	Stop	UGA	0.237
Glu	GAA	1.000	Pro	CCA	1.000			
Glu	GAG	0.537	Pro	CCG	0.561			

^aThe value was normalized by the maximum RSCU (Relative Synonymous Codon Usage)¹³

value of the synonymous codons.

Supplementary Table 2. Modifications in the draft genome sequence of *Vibrio* sp. dhg

Position ^a	Modification	Position ^a	Modification
**Chromosome 1**		699,020	(C) _{6→7}
13,057	+C	884,053	+G
209,742	(G) _{7→8}	919,707	(C) _{5→6}
573,005	(G) _{5→6}	1,000,359	(G) _{6→7}
799,862	+G	1,039,159	(C) _{5→6}
1,015,310	C→G	1,090,859	A→T
1,076,817	+C	1,091,615	A→G
1,158,695	+G	1,092,279	C→A
1,162,133	(C) _{5→6}	1,092,286	G→T
1,223,814	+C	1,092,641	T→A
1,343,347	+G	1,092,645	+A
1,382,633	+G	1,092,647	A→T
1,549,786	+G	1,093,739	A→G
1,746,429	A→G	1,094,597	(C) _{5→6}
1,784,822	+G	1,271,725	+C
1,821,413	+GATT	1,345,040	+G
1,850,299	+G	1,471,064	(G) _{5→6}
2,255,401	(C) _{5→6}	1,714,482	(G) _{5→6}
2,493,405	+ ^b	1,730,271	(G) _{7→8}
**Chromosome 2**		1,831,599	+C
22,916	G→C	**Plasmid**	
22,916	G→C	11,215	+G
339,259	+C	129,284	T→C
584,397	+G	129,560	G→A

^aPosition in the draft genome

^bGAGCGATTGCGATCCGCAGACGAGTCAAATAACTTCCGACTTGATGCTCGCTA
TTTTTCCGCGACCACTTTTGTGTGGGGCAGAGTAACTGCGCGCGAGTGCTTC
CGCGCCAGACCAATCTTGCTGCTG

Supplementary Table 3. Physiological comparison with *Vibrio* sp. dhg and *V. natriegens*

Microorganism	Temperature (°C)	Aeration	Culture type	Growth rate (h ⁻¹)	Biomass yield	Specific sugar uptake rate (g g ⁻¹ DCW L ⁻¹)
<i>Vibrio</i> sp. dhg	30	Aerobic	Flask	1.16 ± 0.01	0.41 ± 0.02	2.84 ± 0.13
	30	Anaerobic	Serum bottle	0.66 ± 0.00	0.20 ± 0.02	3.36 ± 0.35
	37	Aerobic	Flask	0.99 ± 0.06	0.28 ± 0.02	3.51 ± 0.12
	37	Aerobic	Reactor ^a	1.55 ± 0.03	0.38 ± 0.10	4.38 ± 0.98
	37	Anaerobic	Serum bottle	1.04 ± 0.02	0.20 ± 0.01	5.19 ± 0.17
	37	Anaerobic	Reactor ^a	1.08 ± 0.27	0.22 ± 0.01	5.00 ± 1.46
<i>V. natriegens</i>	30	Aerobic	Flask	1.51 ± 0.01	0.45 ± 0.03	3.35 ± 0.24
	30	Anaerobic	Serum bottle	0.77 ± 0.04	0.21 ± 0.01	3.71 ± 0.09
	37	Aerobic	Flask	1.32 ± 0.15	0.41 ± 0.03	3.24 ± 0.24
	37	Aerobic	Reactor ^a	1.48 ± 0.06 ^b	0.38 ± 0.03 ^b	3.90 ± 0.08 ^b
	37	Anaerobic	Serum bottle	1.20 ± 0.00	0.22 ± 0.00	5.36 ± 0.17
	37	Anaerobic	Reactor ^a	0.92 ± 0.01 ^b	0.12 ± 0.01 ^b	7.81 ± 0.71 ^b

^aFor the reactor-scale experiments, 10 g L⁻¹ of glucose was supplemented.

^bData from Hoffart *et al*¹⁴.

Supplementary Table 4. Synthetic promoters for transcriptional control

Name	Sequence ^a	Relative strength ^b
Template	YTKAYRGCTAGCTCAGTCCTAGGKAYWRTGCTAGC	
VP1	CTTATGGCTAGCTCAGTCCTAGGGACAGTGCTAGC	0.024
VP2	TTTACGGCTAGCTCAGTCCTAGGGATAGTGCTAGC	0.045
VP3	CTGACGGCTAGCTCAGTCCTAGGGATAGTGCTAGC	0.065
VP4	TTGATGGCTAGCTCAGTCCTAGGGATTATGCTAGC	0.078
VP5	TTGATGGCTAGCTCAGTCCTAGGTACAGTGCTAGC	0.116
VP6	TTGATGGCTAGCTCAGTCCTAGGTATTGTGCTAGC	0.131
VP7	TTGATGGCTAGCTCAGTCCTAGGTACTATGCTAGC	0.147
VP8	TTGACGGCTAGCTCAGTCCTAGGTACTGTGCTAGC	0.192
VP9	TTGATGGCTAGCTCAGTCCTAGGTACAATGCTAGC	0.235
VP10	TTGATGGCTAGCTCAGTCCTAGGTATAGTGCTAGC	0.265
VP11 ^c	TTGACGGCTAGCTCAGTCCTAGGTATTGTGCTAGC	0.297
VP12	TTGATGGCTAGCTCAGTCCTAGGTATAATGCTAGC	0.371
VP13 ^d	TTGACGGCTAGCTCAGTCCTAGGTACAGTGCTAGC	0.457
VP14 ^e	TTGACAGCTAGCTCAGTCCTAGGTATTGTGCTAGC	0.645
VP15 ^f	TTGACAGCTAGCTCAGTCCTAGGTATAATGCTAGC	1.000

^aY: C or T, K: G or T, R: A or G, W: A or T.

^bBased on fluorescence values.

^cP_{J23118}, ^dP_{J23100}, ^eP_{J23104}, and ^fP_{J23119} promoters are from the Anderson promoter library (<http://parts.igem.org/Promoters/Catalog/Anderson>).

Supplementary Table 5. Average coefficient weights from the 15 leave-one-out cross-validation results.

-35 motif

Location	A	C	G	T	Random promoter
-35	NA ^a	-0.0783	NA	0.0783	Y (C, T)
-34	NA	NA	NA	NA	T
-33	NA	NA	0.1288	-0.1288	K (G, T)
-32	NA	NA	NA	NA	A
-31	NA	0.1055	NA	-0.1055	Y (C, T)
-30	0.1389	NA	-0.1389	NA	R (A, G)

^aNA represents an unexplored nucleotide for the random promoter.

-10 motif

Location	A	C	G	T	Random promoter
-12	NA ^a	NA	-0.2251	0.2251	K (G, T)
-11	NA	NA	NA	NA	A
-10	NA	-0.0474	NA	0.0474	Y (C, T)
-9	0.0573	NA	NA	-0.0573	W (A, T)
-8	0.0679	NA	-0.0679	NA	R (A, G)
-7	NA	NA	NA	NA	T

^aNA represents an unexplored nucleotide for the random promoter.

Supplementary Table 6. Synthetic 5'-UTRs used for translational control

Name	Sequence ^a	ΔG_{UTR} ^b	Relative strength ^c
Template	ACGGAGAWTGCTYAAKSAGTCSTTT	-8.67 ~<br>6.48	
UTR1	ACGGAGAATGCTTAATCAGTCGTTT	1.13	0.019
UTR2	ACGGAGATTGCTTAAGCAGTCGTTT	0.28	0.022
UTR3	ACGGAGATTGCTTAATCAGTCCTTT	5.98	0.026
UTR4 ^d	ACGGAGAT <u>T</u> TGCTTAAGCAGTCGTTT	0.88	0.041
UTR5	ACGGAGAATGCTCAATGAGTCGTTT	-1.22	0.086
UTR6	ACGGAGAATGCTTAATGAGTCGTTT	-2.17	0.139
UTR7	ACGGAGATTGCTTAATGAGTCGTTT	-2.07	0.146
UTR8	ACGGAGAATGCTCAAGGAGTCGTTT	-7.22	0.481
UTR9	ACGGAGATTGCTTAAGGAGTCCTTT	-4.27	0.613
UTR10	ACGGAGAATGCTTAAGGAGTCGTTT	-8.67	0.641
UTR11 ^d	ACGGAGA <u>A</u> TTGCTCAAGGAGTCGTTT	-7.22	0.700
UTR12	ACGGAGATTGCTTAAGGAGTCGTTT	-8.57	0.702
UTR13 ^d	ACGGAGATTGCTTAAGGAG <u>G</u> TCCTTT	-8.18	1.000

^aW: A or T, Y:C or T, K: G or T, S: C or G.

^bCalculated value for *sgfp* expression using UTR Library Designer¹⁵.

^cBased on fluorescence values.

^dSequence containing an insertion mutation (the underlined nucleotide).

Supplementary Table 7. Synthetic 5'-UTRs used in this study

Gene	5'-UTR Sequence ^a	ΔG_{UTR} ^b	Predicted expression level ^c
<i>sgfp</i> (P _{lac} , P _{tac} , P _{T7})	<u>AGCGGATAACAATT</u> ACGAGGGAAAG	-9.72	1,828,513.08
<i>sgfp</i> (P _{tet} , P _{ara} , P _{J23100})	ATTGCGTGAGAAAGGAGCATCGGGA	-9.94	2,064,841.65
<i>T7 RNAP</i>	<u>GCGGATAACAATT</u> AAGGAGTCCGCG	-1.32	16,662.13
<i>tetR</i>	AGCCGAAGTCTCGAAGGAGCAGGCG	-4.42	94,345.95
<i>gam</i> , <i>exo</i> , <i>beta</i>	<u>GCGGATAACAATT</u> AAGGAGATATGC	-10.67	3,110,669.92
<i>pdC</i>	ATTTGCAGCTAAGAAGGAGATCAAT	-10.22	2,418,513.54
<i>aldB</i>	AAAGTAACCGCGCAAGGAGGGATTC	-10.02	2,162,560.88
<i>budABC</i>	<u>GCGGATAACAATT</u> AAGGAGGTTCCG	-10.67	3,110,669.92
<i>crtEBI</i>	TAACAAAACAAAAGGAGGTAATAGA ^d	-10.74	3,230,036.84
<i>idi</i>	CACGACCATATAAGGAGGATAGAAG ^d	-11.14	4,039,874.16
<i>ispA</i>	CATCAACAAATAAGGAGGAGCTACA ^d	-10.99	3,714,776.60
<i>dxs</i>	CGTCTCCACATAAGGAGCAGTTCAC ^d	-7.04	407,825.27

^aUnderlined sequences are sequences that overlap with the lac operator.

^{b,c}Values were calculated using UTR Designer (https://sbi.postech.ac.kr/utr_designer)¹⁶.

^dThese sequences were originally designed in a previous study¹⁷ for lycopene production.

Supplementary Table 8. Comparison of ethanol production with previous studies

Microbial platform	Carbon source	Strategy ^a	Titer ^b<br>(g L ⁻¹)	Time ^b<br>(h)	Productivity ^b<br>(g L ⁻¹ h ⁻¹)	Maximum productivity ^b<br>(g L ⁻¹ h ⁻¹)	Yield ^b<br>(g ethanol g ⁻¹ sugar)	Reference
<i>Sphingomonas</i> sp. A1	Alginate	100-mL medium contained in a 300-mL flask, 150 spm, 30 °C	13.0	77	<0.17	~0.3	~0.28	18
<i>E. coli</i>	Alginate, mannitol, glucose (5:8:1)	100-mL bioreactor, 30 °C	<17	48	<0.35	<0.35	<0.34	19
	Brown macroalgae	1-L bioreactor, 400 rpm, 30 °C	37.8	150	0.25	0.64	0.41	
<i>E. coli</i>	Alginate, mannitol, glucose (5:8:1)	Initial OD ₆₀₀ 0.6, 100 mL-medium, 25 °C	22	120	0.18	0.35	0.44	20
<i>S. cerevisiae</i>	DEHU, mannitol (1:2)	High cell density (initial biomass ~7 g), 30-mL medium contained in a 125-mL bottle, 500 rpm, 29 °C	26.2	48	0.55	1.0	~0.41	21
		High cell density (initial biomass ~16 g), 30-mL medium contained in a 125-mL bottle, 500 rpm, 29 °C	36.2	90	0.40	1.9	~0.38	
<i>Vibrio</i> sp. dhg	Alginate, mannitol (1:2)	Initial OD ₆₀₀ 0.1, 50-mL medium contained in a 350-mL flask, 200 rpm, 30 °C	25.7	24	1.1	1.8	0.32	This study
	Brown macroalgae	Init OD ₆₀₀ 0.05, 1-L medium contained in a 5-L bioreactor, 300 rpm, 30 °C	19.2	24	0.8	1.3	0.32	

^aspm: stroke per minute, rpm: rotation per minute.

^bValue was estimated based on given data when it was not explicitly reported.

Supplementary References

1. Zhou, M., Han, F., Li, J. & Zhao, X. Isolation and identification of a novel alginate-degrading bacterium, *Ochrobactrum* sp. *Songklanakarin J. Sci. Technol.* **30**, 135–140 (2008).
2. Weinstock, M. T., Hesek, E. D., Wilson, C. M. & Gibson, D. G. *Vibrio natriegens* as a fast-growing host for molecular biology. *Nat. Methods* **13**, 849–851 (2016).
3. Lim, J. H., Seo, S. W., Kim, S. Y. & Jung, G. Y. Refactoring redox cofactor regeneration for high-yield biocatalysis of glucose to butyric acid in *Escherichia coli*. *Bioresour. Technol.* **135**, 568–573 (2013).
4. Gibson, D. G. *et al.* Enzymatic assembly of DNA molecules up to several hundred kilobases. *Nat. Methods* **6**, 343–345 (2009).
5. Datsenko, K. A. & Wanner, B. L. One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. *Proc. Natl. Acad. Sci. USA* **97**, 6640–6645 (2000).
6. Carver, T., Thomson, N., Bleasby, A., Berriman, M. & Parkhill, J. DNAPlotter: circular and linear interactive genome visualization. *Bioinformatics* **25**, 119–120 (2009).
7. Aziz, R. K. *et al.* The RAST Server: rapid annotations using subsystems technology. *BMC Genomics* **9**, 75 doi: 10.1186/1471-2164-9-75 (2008).
8. Liu, X.-F., Cao, Y., Zhang, H.-L., Chen, Y.-J. & Hu, C.-J. Complete Genome Sequence of *Vibrio alginolyticus* ATCC 17749T. *Genome Announc.* **3**, e01500-14 doi: 10.1128/genomeA.01500-14 (2015).
9. Frazer, K. A., Pachter, L., Poliakov, A., Rubin, E. M. & Dubchak, I. VISTA: computational tools for comparative genomics. *Nucleic Acids Res.* **32**, W273–W279 (2004).

10. Couronne, O. *et al.* Strategies and tools for whole-genome alignments. *Genome Res.* **13**, 73–80 (2003).
11. Lonetto, M., Gribskov, M. & Gross, C. A. The sigma 70 family: sequence conservation and evolutionary relationships. *J. Bacteriol.* **174**, 3843–3849 (1992).
12. Bervoets, I. *et al.* A sigma factor toolbox for orthogonal gene expression in *Escherichia coli*. *Nucleic Acids Res.* **46**, 2133–2144 (2018).
13. Sharp, P. M. & Li, W. H. An evolutionary perspective on synonymous codon usage in unicellular organisms. *J. Mol. Evol.* **24**, 28–38 (1986).
14. Hoffart, E. *et al.* High substrate uptake rates empower *Vibrio natriegens* as production host for industrial biotechnology. *Appl. Environ. Microbiol.* **83**, e01614–e01617 (2017).
15. Seo, S. W. *et al.* Predictive combinatorial design of mRNA translation initiation regions for systematic optimization of gene expression levels. *Sci. Rep.* **4**, 4515 doi: 10.1038/srep04515 (2014).
16. Seo, S. W. *et al.* Predictive design of mRNA translation initiation region to control prokaryotic translation efficiency. *Metab. Eng.* **15**, 67–74 (2013).
17. Jung, J. *et al.* Precise precursor rebalancing for isoprenoids production by fine control of gapA expression in *Escherichia coli*. *Metab. Eng.* **38**, 401–408 (2016).
18. Takeda, H., Yoneyama, F., Kawai, S., Hashimoto, W. & Murata, K. Bioethanol production from marine biomass alginate by metabolically engineered bacteria. *Energy Environ. Sci.* **4**, 2575–2581 (2011).
19. Wargacki, A. J. *et al.* An engineered microbial platform for direct biofuel production from brown macroalgae. *Science* **335**, 308–313 (2012).

20. Santos, C. N. S., Regitsky, D. D. & Yoshikuni, Y. Implementation of stable and complex biological systems through recombinase-assisted genome engineering. *Nat. Commun.* **4**, 2503 doi: 10.1038/ncomms3503 (2013).
21. Enquist-Newman, M. *et al.* Efficient ethanol production from brown macroalgae sugars by a synthetic yeast platform. *Nature* **505**, 239–243 (2014).

# Supplementary material for: Vibrio sp. dhg as a platform for the biorefinery of brown macroalgae
**Source:** Nat Commun. 2019 Jun 6;10:2486. doi: 10.1038/s41467-019-10371-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	None used
Data analysis	RS HGAP Assembly (v3.0), Breseq pipeline, Rapid Annotations of Subsystem Technology, Cufflink package, Bowtie2, CLUSTALW, and Web logo

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

A full genome sequence of *Vibrio* sp. dhg has been uploaded to Genbank (accession number: CP028943, CP028944, and CP028945).
RNA-Seq data was deposited in Gene Expression Omnibus (accession number: GSE119357)

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences   ☐ Behavioural & social sciences   ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	RNA-Seq data was from two biological replicates. Other experiments were conducted in three biological replicates on different days.
Data exclusions	No data was excluded.
Replication	All attempts at replication were successful.
Randomization	Samples were not allocated to groups.
Blinding	Three authors were participated in data collection for the cell cultures. All results were consistent and reproducible.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

# Supplementary material for: Vibrio sp. dhg as a platform for the biorefinery of brown macroalgae
**Source:** Nat Commun. 2019 Jun 6;10:2486. doi: 10.1038/s41467-019-10371-1
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of strains and plasmids used in this study

File Name: Supplementary Data 2

Description: List of primers used in this study

File Name: Supplementary Data 3

Description: Sequence of the 16S rDNA of *Vibrio* sp. dhg

File Name: Supplementary Data 4

Description: List of catabolic enzymes for sugar utilization in *Vibrio* sp. dhg

How the deposited data were processed for this re-analysis (not part of the article)

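RNA sequencing of Vibrio sp. dhg cultures on glucose, alginate or mannitol was analysed, with 2 biological replicates per carbon source and 6 libraries in all. The authors depleted rRNA, prepared stranded libraries, sequenced them on a MiniSeq, checked the reads with FastQC, aligned them with Bowtie2 to their own genome sequence and computed FPKM per RAST gene with Cufflinks. The versions of these tools are not given in the sources used here. There are 18 tables, 1 per library and replicon, and each gives the FPKM of every gene with its confidence limits and coverage. The ratio of coverage to FPKM was constant within a table and differed between the 3 tables of a library, so each replicon was normalized to its own fragments and levels on different replicons are on different scales.

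The tables hold 5065 genes (3091 on chromosome 1, 1809 on chromosome 2 and 165 on the plasmid), of which 4898 are protein-coding and 167 are RNA genes. They pair the RAST identifiers with no gene names. Names were taken from Supplementary Data 4 of the paper, whose 74 entries cover 73 genes, because peg.2150 stands under both sucrose and glycerol. Coordinates were equal for 73 entries, and peg.1396 of chromosome 2 had another start. Ribosomal protein genes, ldhA, frdABCD, pflB, dns and rpoD, and 23 lists of genes by product name set up before the data were examined, could not be matched to identifiers and are not analysed here.

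Fragment numbers per gene were worked out from the FPKM and its lower and upper confidence limits, and depth from the scale of the FPKM and the coverage. In annotated genes the libraries held 4.31 M and 5.41 M fragments for glucose, 4.25 M and 6.17 M for alginate and 5.27 M and 5.03 M for mannitol. Mean fragment lengths were 162 and 150 bases for glucose, 206 and 208 for alginate and 185 and 202 for mannitol. Reads without molecular identifiers are not independent molecules, so fragment numbers bear on counting error only. Genes listed at 0 are given as such, with no fold change against a group at 0.

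Comparisons were made with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), all 6 libraries in a single fit with 1 mean per carbon source, 3 residual degrees of freedom and an intensity trend in the empirical Bayes step. The 3 comparisons were alginate against glucose, mannitol against glucose and alginate against mannitol. Genes with a mean FPKM of at least 1 over all libraries were tested (4926), with Benjamini-Hochberg adjustment. The paper's text names no test or threshold for the RNA sequencing comparison. On simulated data with 200 changed genes, 43 of 50 genes with a log2 change of 6 were recovered for alginate against glucose, 30 of 50 at 4, 16 of 50 at 2 and 3 of 50 at 1, with 5 false calls among 97 calls. In this simulation changes of the size of 1 on the log2 scale were mostly missed.

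The 10 gene lists tested were the alginate, mannitol, glucose, sucrose, galactose, arabinose and glycerol lists of Supplementary Data 4, the other genes of the alginate cluster of chromosome 2, the plasmid genes and the RNA genes. Each was tested in the 3 comparisons with camera and a preset inter-gene correlation of 0.01, and with an estimated correlation as an alternative, with adjustment over the lists of a comparison. The named genes were fixed by a rule set before the data were examined, although the fold changes in the paper's source data had been seen. It took the 14 alginate and 4 mannitol genes, the open reading frame similar to Zot, the 10 largest increases and decreases per comparison among protein-coding genes with a mean FPKM of at least 10 and no overlap between the libraries of the 2 carbon sources, up to 4 members of each list called, and the 5 most abundant protein-coding genes. Of the genes without a name, at most 2 that rose and 2 that fell are printed. Other genes of Supplementary Data 4 were chosen after their values were seen.

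Alternatives set before the data were examined were pseudocounts of 0.1 and 10, no filter and a mean FPKM of at least 10, scaling by median ratio per library or per library and replicon, quantile normalization, leaving out rRNA and tRNA genes, empirical Bayes without trend, a fit of only the 2 groups compared, replicate number as a block, an adjusted p under 0.01, an adjusted p under 0.05 with at least a 2-fold change, an estimated inter-gene correlation, and leaving out each library in turn. Where rRNA and tRNA genes were left out, each library was also rescaled to the same summed FPKM of the protein-coding genes. For the mean FPKM the alternatives were protein-coding genes only, genes of at least 300 bp only and FPKM relative to the fragments of all 3 replicons. This denominator was applied to the fits as well, and the fits were repeated on genes above 0 in all 6 libraries and on protein-coding genes of at least 300 bp, all of which was chosen after seeing the data. Rank correlations between neighbouring genes were tested with 100000 permutations in scipy 1.17.1 under Python 3.11.15, with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.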

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

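The tests of explanations in this part were chosen after the results were seen, and the list test of the cluster was set before.

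The 19 genes that lie in the alginate cluster but are not among the 14 studied carry a signal that the paper does not report: 13 were higher on alginate than on glucose (14 adjusted over the list alone), with log2 fold changes from 1.03 to 6.53, and 6 did not pass the test, 4 of them under 300 bp long. Against mannitol 15 of the 19 were higher. On mannitol against glucose 4 of the 19 passed as lower and none as higher, with a median log2 change of -1.63 (-0.45 in the fit of protein-coding genes of at least 300 bp). The medians of all genes tested were -0.47 and -0.41 in these 2 fits. Part of the difference from mannitol as deposited is therefore a lower value on mannitol. In the fit of longer coding genes that lower value was close to that of all genes. Normalization of each replicon to its own fragments is argued against by the denominator over the 3 replicons, which left the median log2 change of the 19 at 3.96 (3.56 as deposited), and the other read length of the glucose libraries cannot account for a median of 4.63 against mannitol, whose libraries were read like those of alginate. Camera with an estimated correlation called these 19, a list fixed by position before the data were examined, as higher on alginate (adjusted p = 0.0310 against glucose and 0.0390 against mannitol), and none passed as lower. This call cannot decide on uneven sampling of few molecules. Such sampling need not act on all genes alike, since the contrast in replicate spread with glucose narrowed as fragment numbers rose. Growth on alginate may raise most genes of the cluster and not the 14 alone, a hypothesis found and tested on the same data.

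Chromosome 2 took 17.8% ± 0.201 of the fragments in genes on alginate, 13.4% ± 0.132 on glucose and 10.3% ± 0.0936 on mannitol (SD, n = 2 each), a difference between carbon sources that the paper does not report. Each replicon was counted separately, so a fragment that matches more than 1 replicon may count on each. RNA genes held 12295 and 12126 fragments on chromosomes 1 and 2 in alginate replicate 1, and 28870 and 28739 in glucose replicate 1. The alginate cluster took 3.39% on alginate and 0.114% on glucose, but without it the lower alginate library still had 14.8% on chromosome 2, above the higher glucose library at 13.4%. The read length does not separate alginate from mannitol, and the lower alginate library had 17.6% against 10.4% in the higher mannitol library. Carbon source may therefore change the summed share of other genes of the small chromosome too, but the typical such gene did not rise against glucose. With the denominator over the 3 replicons, the median log2 change of protein-coding genes of chromosome 2 outside the cluster was -0.73 for alginate against glucose, with -0.42 for all genes. For alginate against mannitol it was 0.080, with 0 for all genes. More chromosome copies per cell would lift these genes together. The medians cannot decide on this, because they take in genes listed at 0. On chromosome 2 these numbered 500 and 347 on alginate, 401 and 256 on mannitol and 80 and 58 on glucose. The number of copies was not measured and no test of it was run.

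The plasmid took 1.25% ± 0.00705 of the fragments in genes on alginate, above 0.937% ± 0.0474 on glucose and 0.445% ± 0.00192 on mannitol (SD, n = 2 each), which the paper does not report. Of the genes without a name in the tables or in Supplementary Data 4, peg.1013 of chromosome 2, outside the alginate cluster, had the largest rise on alginate among protein-coding genes with a mean FPKM of at least 10 and no overlap between the libraries of the 2 carbon sources, from 82.6 ± 12.3 to 12296 ± 565 FPKM (SD, n = 2 each; log2 fold change 7.21, adjusted p = 0.00347 from limma). On mannitol, peg.1000 of chromosome 1 rose from 3.65 ± 1.02 to 74.2 ± 27.5 FPKM (SD, n = 2 each; log2 fold change 3.98, adjusted p = 0.0113 from limma), and its call was lost without glucose replicate 1 (log2 fold change 3.76) and without glucose replicate 2 (4.21). Its log2 fold change was 2.59 with a pseudocount of 10 and 5.63 after quantile normalization, and passed in both.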

How the results depend on the processing

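The fits with the denominator over the 3 replicons, with genes above 0 in all libraries and with longer coding genes were chosen after seeing the data, and the other alternatives before. Of 173 values under alternatives for the results that answer a comparison, 146 stayed on their side of the threshold or within 1.5 times the count. For named genes 1230 of 1338 values kept their call, 102 lost it, 4 gained it and 2 reversed. The reversed values are those of peg.324 and peg.323 on alginate against glucose, 1.23 and 1.69 after quantile normalization, where that of peg.323 passed and neither had passed as deposited. Of the 14 alginate genes, 10 to 14 passed in both comparisons of alginate under every alternative run.

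For alginate against glucose the number of changed genes was 453 with rRNA and tRNA genes left out, 443 with a replicate block, 278 at an adjusted p under 0.01 and 338 to 904 with each library left out in turn. For mannitol against glucose these counts were 337, 500, 286 and 399 to 909. For alginate against mannitol they were 161, 295, 141 and 315 to 713, with 427 after quantile normalization and 341 with only the 2 groups compared. Among the fits with a library left out, the lowest count came without a glucose library in all 3 comparisons. A left-out library leaves a lone sample that is assumed to vary like the other groups. The mannitol genes called on mannitol against glucose numbered 2 to 4 with each library left out, 2 without either glucose replicate. Replicates with the same number do not vary together (correlations across genes of 0.00923, 0.0658 and 0.0384 between carbon sources), so the block removes degrees of freedom and no shared variation.

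The mean FPKM of all genes was 527 with genes of at least 300 bp only and 417 with the denominator over the 3 replicons. Of 30 list tests 7 were called, 4 with an estimated correlation and 15 with the denominator over the 3 replicons. For the changes with scaling, filter or denominator the cause was not tested. The expression rank of ribosomal protein genes was not run. Depth limits genes with few fragments.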

Differences from the paper's values

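The paper's log2 fold changes of Fig. 1d, from its source data, were set beside those on the log2(FPKM + 1) scale for 18 genes. The paper's value was the higher in all 18 for alginate and in all 18 for mannitol, each against glucose, with a median difference of 0.19 in both columns. It lay outside the standard error of the recomputed value in 7 genes for alginate and in 8 for mannitol, with another sign in 3 of these 8.

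For alginate against glucose, the paper's value is 4.47 for peg.590 (recomputed 3.67), 4.68 for peg.603 (4.29), 4.43 for peg.608 (2.46), 5.54 for peg.610 (4.46), 6.33 for peg.594 (6.12), 4.74 for peg.600 (4.35) and 7.24 for the distal symporter of the alginate cluster (6.32). Of 17 alternatives set before the data were examined, none brought peg.608 or peg.610 within the error. For peg.590 and the distal symporter scaling each library and replicon separately did and the other 16 did not. For peg.603 scaling each library by its median ratio and quantile normalization did. These 2 also did for peg.594 and peg.600, as did leaving out glucose replicate 1 for both, alginate replicate 1 for peg.594 and alginate replicate 2 for peg.600. With the denominator over the 3 replicons, chosen after seeing the values, peg.603 had 4.73 and peg.600 had 4.80, within the error of the paper's values, and all 14 alginate genes still passed.

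For mannitol against glucose, the paper's value is 0.99 for peg.590 (recomputed 0.19), -0.11 for peg.603 (-0.52), -0.54 for peg.608 (-2.47), 0.52 for peg.610 (-0.58), 0.89 for peg.594 (0.70), 0.30 for peg.599 (-0.12), 0.030 for peg.600 (-0.45) and -0.36 for the distal symporter (-1.26). None of the 17 alternatives brought peg.590, peg.608, peg.610 or peg.600 within the error. Scaling each library and replicon separately did for peg.603, and quantile normalization did for the distal symporter. For peg.599 both of these, scaling by library and leaving out glucose replicate 1 or mannitol replicate 1 did. For peg.594 the same 3 scalings and leaving out glucose replicate 1 or mannitol replicate 2 did. Leaving out rRNA and tRNA genes with rescaling and empirical Bayes without trend did so only through a larger error. Its value stayed at 0.70 there, and the standard error grew from 0.14 to 0.39 and 0.20.

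For the open reading frame similar to Zot, the paper gives an FPKM below 1 and names no condition. The mean on glucose was 2.11 ± 0.194 FPKM, and neither alternative scaling brought it under the paper's limit, while the means on alginate (0.830 ± 1.17 FPKM) and mannitol (0.158 ± 0.223 FPKM) were under it (SD, n = 2 each).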

Other observations

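The tests of explanations and the genes singled out in this part were chosen after the values were seen. Several genes of central carbon metabolism that Supplementary Data 4 lists under other sugars also changed. On mannitol, transaldolase (peg.689) and transketolase (peg.690) of chromosome 2, enzymes of the pentose phosphate pathway, rose relative to glucose by log2 fold changes of 2.12 (adjusted p = 0.00231 from limma) and 1.59 (adjusted p = 0.00490 from limma), to 5046 ± 96.8 and 7282 ± 170 FPKM (SD, n = 2 each). A further transketolase gene, peg.2454 of chromosome 1, rose on mannitol (log2 fold change 1.24) and on alginate (0.99). Triosephosphate isomerase (peg.208) rose on mannitol (1.10), while the glucose-specific PTS component peg.1830 and phosphofructokinase (peg.2700), a glycolytic enzyme, fell by 1.83 and by 1.54 on the log2 scale. On alginate, fructose-1,6-bisphosphatase (peg.278), an enzyme of gluconeogenesis, rose from 441 ± 7.24 to 1134 ± 15.3 FPKM (SD, n = 2 each; log2 fold change 1.36, adjusted p = 0.00397 from limma), and the maltose and glucose PTS component peg.1831 fell by 1.45 on the log2 scale. The genes of these pathways did not move as 1. The pyruvate kinase gene peg.316 rose on alginate (1.07, adjusted p = 0.0208 from limma). Its call was lost without glucose replicate 1 (0.98) and without glucose replicate 2 (1.17). It was also lost in the fit without trend (1.07, standard error 0.21 from 0.16). The GlpX type of fructose-1,6-bisphosphatase, peg.214, had -0.12 on alginate and did not pass (adjusted p = 0.764 from limma). Another gene annotated as fructose-1,6-bisphosphatase, peg.592, lies inside the alginate cluster and was higher on alginate than on mannitol (log2 fold change 6.24, adjusted p = 0.00752 from limma). For peg.592 this value ran from 4.02 to 6.94 over the alternatives, and that on mannitol against glucose from -4.77 to -2.09. Against glucose its value on alginate was 2.15 and did not pass (adjusted p = 0.0717 from limma), but it passed after scaling each replicon separately (2.87), after quantile normalization (3.35), without alginate replicate 2 (2.78) and among genes above 0 in all 6 libraries (2.15). On mannitol it was -4.09 (adjusted p = 0.0144 from limma), a call lost after quantile normalization (-2.20, standard error 0.67 from 0.53) and without glucose replicate 1 (-4.05), glucose replicate 2 (-4.13), mannitol replicate 1 (-4.08) and mannitol replicate 2 (-4.10). Some of these genes changed in the same direction on the other sugar, in calls that did not hold with every library left out. On mannitol peg.278 had 0.79 (adjusted p = 0.0147 from limma), lost without mannitol replicate 1 (0.73). On alginate peg.2700 had -0.83 (adjusted p = 0.0164 from limma), lost without alginate replicate 1 (-0.85) and alginate replicate 2 (-0.81), and peg.689 had 0.69 (adjusted p = 0.0239 from limma), lost without alginate replicate 1 (0.67) and alginate replicate 2 (0.71). The value of peg.208 on alginate was 0.51 (adjusted p = 0.0446 from limma), lost without glucose replicate 1 (0.44), alginate replicate 1 (0.50), alginate replicate 2 (0.53), mannitol replicate 1 (0.51) and mannitol replicate 2 (0.51), and it was 0.41 and did not pass with the denominator over the 3 replicons (standard error 0.11 from 0.10). That of peg.2700 on alginate also did not pass after scaling each library by its median ratio (-0.57, standard error 0.12 from 0.11) or quantile normalization (-0.62, standard error 0.16 from 0.11), where the change was smaller and the standard error larger. With rRNA and tRNA genes left out and the libraries rescaled, the calls named here against glucose were lost except those of peg.689 and peg.592 on mannitol. On mannitol the log2 values of the lost calls stayed within 0.01 and the standard error grew, for peg.690 from 0.13 to 0.35 and for peg.2700 from 0.11 to 0.37. On alginate the values also moved down by a like amount, because the rescaling multiplies all genes of a library by 1 factor. They went for peg.278 from 1.36 ± 0.10 to 0.96 ± 0.38, for peg.689 from 0.69 ± 0.11 to 0.29 ± 0.34, for peg.208 from 0.51 ± 0.10 to 0.11 ± 0.35, for peg.2700 from -0.83 ± 0.11 to -1.23 ± 0.37 and for peg.1831 from -1.45 ± 0.14 to -1.85 ± 0.40 (standard errors).

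As lists, 3 of the 20 glucose genes were higher and 3 lower on alginate than on glucose (4 and 4 adjusted over the list alone), and 3 were higher and 4 lower on mannitol. Of the 12 arabinose genes, which include the transketolases and transaldolase, 2 were higher and 1 lower on alginate and 3 were higher on mannitol. Of the 13 galactose genes, 1 was higher and 1 lower on alginate (2 and 2 adjusted over the list alone) and 3 were higher on mannitol. Of the 7 glycerol genes, 1 was higher on alginate and 1 on mannitol. The 4 sucrose genes did not pass limma's test in any comparison, with 1 at an unadjusted p under 0.05 on alginate and 1 on mannitol, each against glucose. Of 161 plasmid genes tested, 15 were higher and 30 lower on alginate and 13 higher and 23 lower on mannitol, each against glucose, and 15 were higher and 11 lower on alginate than on mannitol. With the denominator over the 3 replicons, chosen after seeing the data, these counts were 18 and 13, 4 and 34, and 36 and 0, and camera called the plasmid list in all 3 comparisons. This denominator moves all plasmid genes of a library alike. Of 127 RNA genes 4 were higher and 5 lower on alginate and 4 higher and 3 lower on mannitol. Camera called none of these 7 lists in the 3 comparisons with the FPKM as deposited. Among protein-coding genes with a mean FPKM of at least 10 and no overlap between libraries, the 10 largest decreases on alginate and the 10 on mannitol were all of genes listed at 0 on that sugar and 117 to 213 bp long, such as peg.174 of chromosome 2, with 25938 and 41850 FPKM on glucose and listed at 0 in the other 4 libraries. The 10 on alginate, 117 to 198 bp long, were shorter than the mean fragment of the alginate libraries (206 and 208 bases). Mean fragments measured 185 and 202 bases on mannitol but 162 and 150 on glucose. Whether fragment length bears on these decreases was not tested, so they cannot be read as an effect of the sugar. The 5 most abundant coding genes were 120 to 246 bp long, and none has a name in Supplementary Data 4. Their FPKM, at lengths near or under that of a fragment, cannot be set beside those of longer genes.

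Of 1839 coding genes over 1000 bp, 151 and 68 were listed at 0 in the alginate libraries and 94 and 35 in the mannitol libraries, but none in the glucose libraries. Shallower sequencing is argued against by alginate replicate 2, which has the most fragments and still 68 such genes. Of the 151 genes at 0 in alginate replicate 1, 115 were above 0 in alginate replicate 2. These genes were picked at 0 in the library with fewer fragments, so the count decides nothing, and the carbon source alone cannot be told apart from other explanations. Fewer distinct RNA molecules in the alginate and mannitol libraries may account for it: among chromosome 1 coding genes over 600 bp with 20 to 40 fragments the mean chi-square per gene between replicates was 23.1 for alginate and 12.2 for mannitol but 1.25 for glucose, and among genes with 300 to 1000 fragments it was 26.0 for alginate, 16.5 for mannitol and 17.5 for glucose. At 40 to 100 fragments it was 27.7 for alginate, 16.0 for mannitol and 3.08 for glucose. At 100 to 300 fragments it was 24.8, 14.5 and 6.07 in the same order. The contrast with glucose thus narrowed as fragment numbers rose. Whether RNA input, library preparation or growth on these sugars lies behind it stays open, since the glucose libraries also differ in the sequenced bases per fragment worked out from the coverage.

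Genes near 0 on mannitol but not on glucose were set beside their neighbours on the opposite strand, on the hypothesis that opposite-strand fragments could have been counted in the glucose libraries. Across 101 genes under 5 FPKM on mannitol, the glucose level followed that of the convergent neighbour (Spearman's rho 0.545, two-sided permutation p = 2e-05, the smallest the permutations can give, adjusted p = 5.33e-05), while for the alginate level rho was 0.012 (permutation p = 0.9, adjusted p = 0.9). Divergent neighbours gave nearly the same value on glucose (rho 0.534 across 95 genes, permutation p = 2e-05), and their alginate level followed too (rho 0.266, permutation p = 0.0095, adjusted p = 0.0127), so the relation is not particular to convergent genes and the explanation cannot be told apart from others that act on neighbouring genes alike. These are 4 of 8 such correlations, adjusted together, genes are not independent replicates, and an earlier form of the test on fewer genes was also run.

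The differences from the paper's log2 fold changes in Fig. 1d were nearly equal in the alginate and mannitol columns of a gene: the median over the 18 genes of the gap between the columns was 0.0237, against a median difference of 0.19. The paper's fold changes may therefore rest on other glucose values for these genes, a hypothesis that the tables used here cannot test further.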
